# Identification and Characterization of Multiple Paneth Cell Types in the Mouse Small Intestine

**DOI:** 10.3390/cells13171435

**Published:** 2024-08-27

**Authors:** Steven Timmermans, Charlotte Wallaeys, Natalia Garcia-Gonzalez, Lotte Pollaris, Yvan Saeys, Claude Libert

**Keywords:** Paneth cells, single-cell RNA-seq, small intestine

## Abstract

The small intestinal crypts harbor secretory Paneth cells (PCs) which express bactericidal peptides that are crucial for maintaining intestinal homeostasis. Considering the diverse environmental conditions throughout the course of the small intestine, multiple subtypes of PCs are expected to exist. We applied single-cell RNA-sequencing of PCs combined with deep bulk RNA-sequencing on PC populations of different small intestinal locations and discovered several expression-based PC clusters. Some of these are discrete and resemble tuft cell-like PCs, goblet cell (GC)-like PCs, PCs expressing stem cell markers, and atypical PCs. Other clusters are less discrete but appear to be derived from different locations along the intestinal tract and have environment-dictated functions such as food digestion and antimicrobial peptide production. A comprehensive spatial analysis using Resolve Bioscience was conducted, leading to the identification of different PC’s transcriptomic identities along the different compartments of the intestine, but not between PCs in the crypts themselves.

## 1. Introduction

The inner lining of the intestinal tract, from the duodenum to the rectum, is covered by intestinal epithelial cells (IECs), which form a physical barrier between the (sterile) host and the intestinal content, which is considered as part of the external environment. The intestinal epithelium undergoes continuous renewal to preserve the integrity of the gut, which is potentially undermined by daily challenges posed by the microbiome and dietary components, which may contain a big amount of different molecules, metabolites, antigens, toxins, etc. [1,2]. Intestinal stem cells (ISCs) are responsible for this renewal and the constant replenishment of the epithelium by directing the generation and differentiation of different specialized IECs. This is performed in such a way that (i) the cell–cell contact, which is essential in the preservation of the physical barrier, remains intact, and (ii) the relative amounts of different IECs are preserved. These cells include absorptive enterocytes as well as four secretory cell types: enteroendocrine cells, goblet cells (GCs), tuft cells (TCs) and Paneth cells (PCs). The latter are exclusively found in the small intestine, namely in the crypts of Lieberkühn, which are deep well-like structures found in between villi [3].

In the small intestine, the epithelium consists of a monolayer of columnar IECs, with an architecture characterized by upright villi interspersed by the crypts of Lieberkühn. From the rostral to the caudal, the small intestine is classically divided into the duodenum, jejunum, and ileum. Along these segments, gradients of distinct environmental conditions have been observed; for example, the amounts of bacteria [4] and their diversity and composition [5], digestive enzymes [6], metabolites [7], etc. Recent research studying regional variations along the gastrointestinal tract has identified the crucial role of location-specific transcripts [8,9].

Regional gradients may have a significant impact on the IECs, in terms of required functions and genes to be expressed. For example, the increased amounts of bacteria in the ileum compared to the jejunum/duodenum correlate with an increased concentration of antimicrobial peptides (AMPs) and pH [10,11,12,13]. Also, mucus thickness on top of the IECs varies and is highest in the ileum [14]. Oxygen levels decrease along this trajectory [15]. Also, the duodenum contains the largest activity of digestive enzymes [6] and concentration of primary bile acids [16], which originate from the pancreas and liver, respectively. The nutrients from the partially digested food are primarily absorbed in the jejunum, while the ileum is responsible for absorbing residual content and specific vitamins, as well as reabsorbing bile salts. The ileum is thought to play a more pronounced role in contributing to immunological processes such as probing and regulating the microbiota composition and training of the immune system, and therefore is particularly rich in Peyer’s patches [17].

While the effects of environmental gradients on digestion have been well characterized [18], our understanding of how these gradients specifically influence the functionalities of the IECs and the microbiome, and vice versa, remain incomplete. A recent single-cell RNA-seq survey on the different compartments of the small intestine provided interesting insights into cellular diversity and subpopulations of different cell types in mice. Notably, it was shown that PC gene expression is quite distinct from other IECs, and that there is evidence to suggest that there are two different PC subtypes, linked to the regional variations of these cells over the course of the small intestine [19].

PCs are positioned in the crypts of the entire small intestine and their quantity increases steadily from the proximal to the distal side, reaching an average of three times higher levels in the distal regions, correlating with increased bactericidal activity [20]. The primary function of PCs is secreting AMPs (mainly α-defensins and lysozyme) and providing support to the Lgr5^+^ ISCs [2,21]. Paneth cells can also contribute to the intestinal regenerative response to irradiation by de-differentiation and gaining stem cell-like characteristics [22]. Moreover, PCs have been shown to have additional functions, such as performing phagocytosis and efferocytosis, sequestering heavy metals, preserving barrier integrity, and driving inflammation [23,24,25,26,27]. Despite the multiple functions of PCs, these cells are often considered and studied as a homogeneous cell population. In this study, we identify multiple subpopulations (clusters) of PCs based on single-cell gene expression profiles on pure sorted PCs starting from the entire small intestine, some of which appear as tuft cell-like PCs, others as GC-like PCs, and still others as stem cell-like PCs. Using bulk RNA-seq on pure sorted PCs from the three major compartments of the small intestine, more in-depth knowledge is obtained of the regional variations in gene expression and functions and possible active master regulator transcription factors that contribute to the distinct PC transcription profiles and clusters. By combining the single-cell data, bulk RNA-seq data, as well as spatial data obtained by Resolve in situ hybridization technology, we were able to link some clusters with regions in the different compartments of the small intestine, and hence with specific functions via pathway analysis. We also investigated any possible link between expression patterns and places in the crypts. The data suggest that the complexity and diversity of the gut microenvironment are reflected in the existence of multiple PC types and they open many new lines for further research.

## 2. Materials and Methods

### 2.1. Mice

C57BL/6J mice were purchased from Janvier Labs (Le Genest, France). The mice were housed in individually ventilated cages, maintained under a 12 h light/dark cycle within a specific pathogen-free facility, and provided unrestricted access to food and water. Female mice of 11 weeks were used. All experiments were approved by the local Ethical Committee.

### 2.2. PC Sort

Mice were euthanized and single-cell suspensions of isolated small intestinal crypts were made as previously described [19]. Cells were labeled for 30 min in the dark on ice with the following fluorescently conjugated antibodies diluted in HBSS + 2% FCS: APC anti-mouse CD24 Antibody (1/125, 101814, BioLegend, San Diego, CA, USA), PE anti-mouse CD117 (C-Kit) Antibody (1/250, 105808, BioLegend), Brilliant Violet 421TM anti-mouse CD31 Antibody (1/100, 102424, BioLegend), Brilliant Violet 510TM anti-mouse CD45 Antibody (1/100, 103138, BioLegend), Brilliant Violet 421TM anti-mouse TER-119/Erythroid Cells Antibody (1/100, 116234, BioLegend). Flow cytometry was conducted using a BD FACSAria™ III Cell Sorter equipped with a 100 μm nozzle and BD FACSDiva™ software (8.0.1, BD biosciences, Franklin Lakes, NJ, USA). Fluorophore voltages were optimized before each experiment, with daily CST verification. To eliminate debris and doublets, a sequential gating approach was applied. Initially, gating based on forward scatter area versus side scatter area was used, after which gating was refined by evaluating forward scatter width versus forward scatter height, and finally, by considering side scatter height versus side scatter width area. Viable cells were determined by excluding 4,6-diamidino-2-phenylindole (Molecular Probes)-positive cells. PCs were sorted as CD24^+^C-kit^+^SSC^Medium-High^ CD31^−^CD45^−^TER119^−^ cells and collected in 1 mL sort buffer (50% advanced DMEM/F-12 and 50% FCS). Afterwards, cells were washed with PBS and resuspended in 350 μL RLT buffer containing 1% β-mercapto-ethanol and stored at −80 °C.

### 2.3. RNA Isolation on Bulk PCs

RNA isolation on PCs (15,000 cells per sample) was performed using the RNeasy Plus Micro Kit (Qiagen, Hilden, Germany, 74034) according to manufacturing instructions. Sample homogenization before the start was achieved through 1 min of vortexing.

### 2.4. PC Bulk RNA-Seq

The RNA was used for creating an Illumina sequencing library using the Illumina TruSeqLT stranded RNA-seq library protocol (VIB Nucleomics Core, Leuven, Belgium) and single-end sequencing to 100 bp was completed on the NovaSeq 6000. The obtained reads were mapped to the mouse reference transcriptome/genome (mm39/gencode v28) with STAR (2.7.10b), and read counts were obtained during alignment using the STAR “--quantMode GeneCounts” option. Differential gene expression was assessed with the DESeq2 package (v 1.42.1) [28], with the FDR set at 5%. Differentially expressed genes were clustered with k-means clustering in R based on their normalized and scaled expression patterns. We tested values 2 to 15 for the number of clusters and used the gap measure, elbow plots, and silhouette analysis to determine to finally proceed with k = 7 for further analyses. The genes in each group were then used in functional enrichment analyses using Metascape (v 3.5.20230417) [29]. All RNA-seq data can be found in the public domain with accession number GSE255507.

### 2.5. PC scRNA-Seq

PCs were obtained by use of the PC sort protocol and immediately processed for single-cell droplet sequencing (10X genomics) by the VIB single-cell core according to the manufacturer’s protocol. We obtained reads as demultiplexed fastq files which we processed by the Cell Ranger pipeline (10X genomics cell ranger 7.1.0) [30]. To allow for comparisons with our bulk data, a custom cell ranger index was created from the mm39 reference genome and gencode structural annotation v28 release according to the “build a custom reference” guide by 10X genomics. Cell Ranger outputs, specifically the *filtered_feature_bc_matrix*, were further analyzed in Seurat v4.3. First, we filtered the dataset using min cells 10, min features 100, max features 2500. Further selection was completed based on the proportion of mitochondrial gene expression per cell. A maximum proportion of mitochondrial genes of 5% was taken as cut-off for retention of cells. Data were log-normalized and scaled to 10,000 cells, after which a search for variable features was completed (n_features = 2000). To minimize effects from cell cycle as a confounding factor but not remove real variance as our data may contain proliferating cells, the effects of the cell cycle phase difference were regressed out of the dataset using the cell cycle dataset [31] included in Seurat. Based on jackstraw analyses, we selected the first 15 principal components to find neighbors and perform clustering. Markers genes were obtained by the ‘FindAllMarkers’ function, with a minimal proportion of 60% detection in at least one cluster and a 10% significant difference. Using the significant positive markers per cluster, a functional analysis was performed using the g:Profiler2 (0.2.3) R package [32]. All visualization was performed with either Seurat v4.3 (functions vlnplot, featureplot, dotplot, and dimplot) or directly with ggplot2 (3.5.1). GEO accession numbers of the sequencing results: GSE273983.

### 2.6. Bulk and scRNA-Seq Comparison

Comparison and integration of bulk RNA-seq and scRNA-seq data was performed in R. Considering the data, each region from the bulk RNA-seq comprises a mixture of cells from clusters from the scRNA-seq. We constructed pseudo bulk data from the scRNA-seq at the cluster level by aggregating the expression of the individual cells. Fully aggregated sets were constructed by also aggregating the clusters onto one set. We used correlation analysis between the bulk region data and the scRNA *pseudo bulk* sets as well as generalized linear models (GLMs) to find links between both datasets. K-means clustering: to determine the optimal number of clusters, we used silhouette width analysis and the gap measure statistic. Metrics were obtained for a range of k from 1 to 15 using the factoextra library function ‘fviz_nbclust’. The global optimal number of clusters is equal to the number of sample intestinal regions, but to obtain a finer granularity, we selected the second optimum in the range at k = 7

### 2.7. Visualizations

All data visualizations, except those related to *Metascape* analyses, were created with the R ggplot2 (3.5.1) [33] package, unless otherwise stated, and arranged into multi-panel figures with the ggpubr (0.6.0) [33] and cowplot (1.1.3) packages. For the bulk RNA-seq, the heatmap was created with clustviz (0.0.0.9) [34]. All functional enrichment graphs were generated by Metascape.

### 2.8. Tissue Preparation Molecular Cartography

Tissue preparation was performed according to manufacturing instructions from Resolve (Tissue preparation protocol v1.5). In short, the duodenum, jejunum, and ileum were isolated, flushed with PBS, and placed directly in pre-cooled isopentane of −50 °C for 45 s. Afterwards, the tissue was imbedded in Tissue-Tek^®^ O.C.T. compound and stored at −80 °C. Cryoblocks were sectioned at 10 μm using the CryoStar NX7 and carefully placed on a molecular observation slide. The duodenum, jejunum, and ileum of 4 different C57BL/6J mice were sampled.

### 2.9. Molecular Cartography Probe Design

The probe panel was designed based on data from the single-cell study and bulk RNA-seq on purified PCs from the intestinal regions (this paper) along with the cell type expression data provided by Resolve biosciences and in-house bulk RNA-seq from PCs (GSE269510, GSE237588, GSE237759, GSE267927, GSE267790). We selected probes for all cell types we might find in the intestine, with a primary focus on PCs, including differential markers for the clusters found in the scRNA-seq, GCs, and stem cells. Taking into account the technological constraints, an initial set of potential probes was filtered from the data programmatically where cell type-specific genes were selected and filtered on minimal transcript length, and minimal and maximal expected signal. These limitations had a significant impact on the choice of genes for the probe set. Genes that were too short or had insufficient unique bases could not be used. According to Resolve’s standards, α-defensins, which would have been most interesting, were unusable for the probe panel. Furthermore, genes with very high expression were also unsuitable for probe design, which excluded genes such as *Lyz1*. This set was then checked with the Resolve biosciences data to further filter out unsuitable probes and to prevent the total expected signal from all probes combined from exceeding the maximum detection limit. This resulted in a final set of 59 probes (see Table S1).

### 2.10. Molecular Cartography^TM^

Resolve Molecular cartography was performed on fresh frozen sections. The molecular cartography images and data were investigated with ImageJ (2.1.0) and the molecular cartography plugin for quality and simple visualizations and comparisons. For the cell-based analysis, we used an in-house pipeline. Data processing for cell-based analysis comprised two main steps: cell segmentation and transcriptomic analysis. To allow cell segmentation with the cellpose algorithm, the images were first pre-processed to improve the signal-to-noise ratio. This consisted of joining together the discrete tiles and processing the image with skicit-image. Processed DAPI-stained images were segmented with cellpose with an expected nuclei diameter of 30 pixels. The effectivity of the segmentation varied between the images, but we were able to identify and segment the majority of nuclei in each image. Nuclei were enlarged with the Voronoi method to include more data. Transcripts were then assigned to the segmented nuclei, allowing for single-cell processing of the data while maintaining the spatial information. The Python (3.10.8) package Scanpy (1.9.4) was used to process the data further as a single-cell dataset. We performed all clustering and analyses on the first 17 principal components and used a spread of 1.0.

### 2.11. Defa21 ELISA and Lysozyme Activity Assay

Ileum samples were lysed in PBS using the Qiagen TissueLyser II (5 min; 20 Hz). Samples were centrifuged at 10,000× *g* for 5 min and a Defa21 ELISA and Lyz1 Activity were tested on the supernatants. To measure protein concentration of Defa21 (abx510182, abbexa, Cambridge, UK), the protocol was performed according to manufacturing instructions. Lysozyme activity within the ileum was measured via the EnzChek™ Lysozyme Assay Kit (E22013, Thermofischer, Waltham, MA, USA), according to manufacturing instructions.

## 3. Results

### 3.1. Single-Cell Analysis Unveils Diverse PC Subpopulations

A total of 20,343 PCs were purified from the entire small intestine of 3 C57BL/6J mice using the FACS purification protocol as specified (setup in Figure S1A) and based on CD24 and C-kit double-positive staining, as described [35]. Low-quality cells were filtered out during processing with the Cell Ranger–Seurat pipeline [36], yielding a total of 15,152 cells for subsequent analyses. This provided unique insights into potentially different PC populations in vivo in mice. During the analysis, we first controlled the expression of known PC markers in the cells. Lysozyme 1 (*Lyz1*) [37], a well-established PC-specific marker, exhibited expression in nearly all cells (except in 12 cells, i.e., 0.06%) as shown in Figure 1A. Likewise, we examined the expression of the PC marker *Clps* [38] (Figure S1C), FACS sort marker genes *Cd24a* and *Kit* (Figure S1D,E), and members of the defensin-α (*Defa*) [39] gene family (Figure 1H,I,K).

We performed unsupervised graph clustering using the *Leiden* algorithm, revealing a total of nine clusters, which themselves fall into three distinct superclusters on the UMAP projection (Figure 1B). Notably, *Lyz1* was expressed across all clusters. Although the expression levels were not uniform, every cell was positive for *Lyz1*. Clusters 5 and 8 exhibited the lowest expression, whereas the other clusters showed very high expression levels (Figure S1B).

Discriminating markers per cluster (that help to define the clusters) were identified, and Figure 1C illustrates the top five markers for each cluster. Marker genes refer to genes that exhibit significant differential expression in a specific cluster when compared to the mean expression across all other clusters. The amount of differentially expressed (DE) markers per cluster is displayed in Figure 1D and a list of upregulated and downregulated marker genes per cluster can be found in the addendum as Table S2. The number of genes detected on average in a cell per cluster varies and is a contributing factor to the clustering. Given that the gating strategy (see Materials and Methods) maximizes doublet exclusion and that we performed a check for doublets, there is only a low chance that this is an artifact and not biologically meaningful.

We characterized all nine clusters based on marker gene expression and found several clusters expressing markers not identified as PC markers. The tuft-2 cell markers *Dclk1* [40] (Figure 1E), *St18* [41], and *Rgs13* [41] can be found highly expressed in cluster 8. Tuft cells are IECs that play a critical role in immunity against parasite infection, or, in case of tuft-2 cells, bacterial infections. Likewise, the GC marker *Fcgbp* [42] is expressed by the majority of cells in cluster 5 (Figure 1F), which also highly expresses other GC markers such as *Tff3* [43] (Figure S1F), *Agr2* [44,45], and *Lgals2* [31]. Considering that the cells in these two clusters also express PC markers, we do not consider them as contaminants, but rather as specific PC subpopulations sharing characteristics with other intestinal cell types. Clusters 8 and 5 were thus assigned as tuft cell-like PC (TC-PC) and GC-like PC (GC-PC), respectively.

Cluster 6 displays high expression of Olfm4 (Figure 1G), a marker associated with immature cells [46]. Moreover, 35% of the cells in this cluster show moderate expression of the stem cell marker *Lgr5* [47] (Figure S1G). Therefore, we believe that cluster 6 comprises immature PC progenitors that are on the early stage of differentiating from stem cells and have not yet lost all stemness transcript markers.

We also compared our data with the dataset of Haber et al., specifically focusing on their identified marker genes. This was performed to determine contamination based on established data and to focus on our cell populations that co-express markers from non-PC types together with PC markers. Haber et al. identified cell type-specific markers for a wide variety of cells from the small intestine. For our cells with tuft-like characteristics, GC characteristics, and immature progenitor PCs, we can confirm the presence of several markers for tuft cells, GCs, and stem cells from Haber et al., with the latter being the least prevalent. To go into detail, we found very low to no detection of most mature proximal enterocyte markers such as *Apoa4* (Figure 2A) and *Fabp1* (Figure 2B); some markers can, however, be found in almost all clusters such as *Krt8* or *Apoc2* (Figure 2C). Likewise, we could not find appreciable expression of distal enterocyte markers in our dataset, such as *Tmigd1*, *Fabp6*, or *Slc51b* (Figure 2D–F). In contrast, several goblet cell markers are found in all clusters, including *Agr2* (Figure 2G) and *Klk1* (Figure 2H), but they are more highly expressed in cluster 5. Some GC markers described by Haber et al. are present in very few cells (e.g., *Zg16*, Figure 2I). This lends support to the absence of typical GCs in our purified cell population. The tuft cell markers can be found, but only cluster 8 shows consistent detection and higher expression levels (Figure 2J–L). Additionally, our purified cell population contains nearly no genes of enteroendocrine origin. We can confirm the presence of typical Paneth cell markers in all our clusters, including those identified by Haber et al. [19].

Overall, we can find two types of discriminating markers (Figure S1H). The first are those that are universally expressed, such as *Lyz1* and the *Defa* family, which help define all total purified cell populations and provide some subpopulation discriminatory power, based on the expression level per cluster. A combination of different marker expression profiles is needed to identify a cluster. The second are several more specific genes that are expressed in only one cluster or limited to a few clusters, and have more discriminatory power (e.g., *Dclk1*).

Among the IECs, PCs are unique in the expression of “*Defa* gene family members”, a set of highly conserved 2-exon genes that encode α-defensins with antimicrobial functions [48,49]. The genes, numbered from *Defa1* to *Defa43*, are located on chromosome 8 [50]. However, the numbering is not continuous, and 39 *Defa* genes are annotated in the MGI database. They are expressed in all sequenced cells. A combination of the *Defa* gene expressions serves as the primarily discriminating markers for clusters 0 to 4 compared to the other clusters, which indicates that these are mature PCs with classical AMP functionality, as described in previous studies [51]. They also allow some discrimination between these clusters themselves, as for example, *Defa21* is expressed most highly in cluster 0, only slightly lower in 2 and 4, and lower in cluster 1 and 3 (Figure 1H). While *Defa39* is expressed the highest in cluster 1, the differences are small (Figure 1I). This indicates a difference in the antimicrobial activity among the PC subpopulations and might correspond to some degree to the proximal–distal intestinal axis. Interestingly, despite filtering out cells showing a high proportion of mitochondrial gene expression, we detected mitochondrial-encoded genes as cluster markers, including *mt-Cytb* (Figure 1J), in clusters 5, 6, and 8, and especially in cluster 2, for which they are highly discriminating markers. Cluster 4 is one of the PC clusters that shows its own signature of α-defensin, with the *Defa34* gene strongly expressed in many cells (Figure 1K). Finally, cluster 7 does not exhibit any specific positive markers. However, it is characterized by several negative markers, particularly the mitochondrial genes that are highly expressed in cluster 2 (Figure 1J,L).

The top 100 positive marker genes of each cluster were subjected to functional analysis using Metascape (v 3.5.20230417) [29] and g:Profiler2 (v 0.2.3) [32]. Partially due to the overlap of markers between clusters, establishing a unique functional profile for each cluster was not possible. However, the analysis identified several distinctive functional groups. The results from the functional enrichment provide additional insight into the marker-based cluster identification. The clusters 0 (Figure S2A), 1 (Figure S2B), 3 (Figure S2D), 4 (Figure S2E), and 7 (Figure S2H) showed strong enrichment in pathways related to mucosal immunity and the defense response against bacteria and their products, indicating functions of mature PCs. These can be further subdivided in clusters with a strong prediction for direct defense responses to bacteria (clusters 0 and 7) and clusters which also show more general immune response pathways (1, 3, and 4). Cluster 2 (Figure S2C) displayed enrichment for mitochondrial functions, mitochondrial respiration, and ATP production. Clusters 5 (Figure S2F), 6 (Figure S2G), and 8 (Figure S2I) were marked by pathways enriched for protein translation activity, which may indicate an expansion of protein production capacity in preparation for a secretory function. This functional enrichment was primarily driven by the expression of ribosomal proteins.

In conclusion, the markers and functional enrichments indicate that clusters 0, 1, 3, and 4 are mature PCs, expressing the largest amount of α-defensins. We found a group of immature PC progenitors which are grouped together as cluster 6 and characterized by high *Olfm4* and some *Lgr5* expression. We also discovered a subset of cells that have tuft cell characteristics found in cluster 8 (TC-PCs) and PCs with GC properties (GC-PCs), primarily found in cluster 5. Two clusters were hard to further classify, with cluster 2 expressing several mitochondrial genes and cluster 7 defined by the very low expression of mitochondrial chromosome genes and moderate–high level of α-defensins. It is possible that these clusters mark senescent or even dying cells, as these are often enriched for mt-RNA products in single-cell sequencing, but we cannot exclude a biological role.

### 3.2. Regional Variations in PC Transcriptomes along the Small Intestine

To gain deeper insights into location-dependent transcriptome variations in mouse PCs and how these may correlate to the clusters that were detected in the single-cell analysis, we performed a bulk deep RNA-seq on PCs isolated from three small intestinal regions. In contrast to the full intestine single-cell strategy, we opted for a bulk strategy as data from many mice needed to be pooled, and we aimed for an in-depth view of the transcriptome, which is impossible with single-cell sequencing. An overview of the setup and analysis can be found in Figure 3A. In brief, we took a small part of the duodenum, jejunum, and ileum of C57BL/6J mice and sampled and pooled PCs of eight mice in order to obtain sufficient cells per sample (15,000). Standard pipelines for the identification of differential gene expression (see Materials and Methods) were used to reveal a PC transcriptome that depends on the location along the small intestinal tract. 

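The bulk RNA-seq covered PCs sorted as CD24-positive, c-Kit-positive and CD45-negative cells from the duodenum, jejunum and ileum of C57BL/6J mice, an inbred laboratory strain. Each region had 4 libraries, numbered as replicates 1 to 4, and each library came from 15000 cells pooled from 8 mice. The authors made stranded libraries, sequenced single-end reads and aligned them with STAR to the mouse genome mm39 with GENCODE annotation. STAR counted the reads per gene during alignment, and the deposited values are these raw counts, without normalization. This mode counts only reads that align to 1 place, so genes with near-identical copies, such as the α-defensin genes (Defa) or Lyz1 and Lyz2, can lose reads or split them, and their values are uncertain. The paper's text does not name the strand column that was taken, so genes that overlap another gene are uncertain too. Counts on genes summed to between 7367291 and 14622432 per library in duodenum (median 11711884), between 10142025 and 12698214 in jejunum (median 10745032) and between 9611399 and 10644825 in ileum (median 9888812). Of 55414 genes, 20154 had at least 1 count, and 11123 passed edgeR's filterByExpr and were tested. A few genes took most of the counts. The 20 most abundant genes held 57.6% to 77.4% of a library, led by Defa24 and Lyz1 with on average 20.3% and 16.7%, which leaves less depth for all other genes. Values are given as CPM, counts scaled to a common library size after TMM normalization, as mean ± SD of the 4 libraries of a region. Regions were compared with edgeR's robust quasi-likelihood test on all 12 libraries, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 for a call. The common biological coefficient of variation was 22.5%. The sorting markers were present in every region. Cd24a, on chromosome 10 from 43454280 to 43460264 of GRCm39, was at 1435.2 ± 47.3 CPM in duodenum, 1799 ± 102 CPM in jejunum and 1782 ± 93.2 CPM in ileum, and Kit, on chromosome 5 from 75735576 to 75817404, at 153 ± 46.7 CPM, 132 ± 26.0 CPM and 174 ± 50.4 CPM. For neither gene did edgeR call a difference between regions, although DESeq2 called Cd24a higher in ileum and in jejunum than in duodenum (adjusted p = 0.00140 and 0.00729), and so did edgeR for ileum with a block for library composition or a covariate for the variation within regions, both added after the data were seen. Xist was detected at 97.97 ± 49.4 CPM in duodenum, 96.9 ± 46.0 CPM in jejunum and 71.9 ± 40.3 CPM in ileum, while Ddx3y, Kdm5d and Uty of the Y chromosome had 0 counts in all 12 libraries.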

Genes were grouped according to expression profile and groups were analyzed for functional enrichment.

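With an adjusted p under 0.05, edgeR called 1118 genes between ileum and duodenum, 583 of them higher in ileum, against 103 between jejunum and duodenum, 66 of them higher in jejunum. Ileum and jejunum differed in 379 genes, 189 of them higher in ileum. The median absolute log2 fold change of these genes was 1.11, 1.55 and 1.39 in the 3 comparisons. The ranking of the comparisons held under DESeq2, which called 1542, 285 and 593 genes in the same order. Scaling by library size alone moved the counts the other way, to 521, 40 and 214. Under that scaling, which moved the median log2 fold change of all tested genes by -0.36 between jejunum and duodenum and 0.40 between ileum and jejunum, 47.5% of the calls were higher in jejunum than in duodenum, compared to 64.1% after TMM, and 79.4% were higher in ileum than in jejunum, compared to 49.9%. Single libraries mattered for the jejunum and duodenum comparison, with 229 genes called without duodenum replicate 2, 60 without duodenum replicate 3, 66 without duodenum replicate 4, and 68, 67 and 66 without jejunum replicates 2, 3 and 4. Without ileum replicate 1, 245 genes were called between ileum and jejunum. The libraries also differed within regions in the share of counts on a few genes. Among libraries with a TMM factor above 1 (2 of duodenum and 2 of ileum), 2632 genes were called between ileum and duodenum, 1043 of them shared with the 1118, and among those with a factor below 1 (again 2 and 2) 738, with 608 shared. All of the 1118 genes that were tested in such a set had the same direction there, 1117 and 1094 of them. The genes had been called on these same libraries, so the shared calls and directions are not independent evidence. In the set below 1, 75 genes were called between jejunum and duodenum and 354 between ileum and jejunum, while the set above 1 holds only 1 jejunum library and gives no such test. Among genes with a mean of at least 5 CPM and no overlap between libraries, the largest rises from duodenum to ileum were in Hoxb9 (chromosome 11 from 96162150 to 96167421 of GRCm39), Bex1 and Defa22, and the largest falls in Onecut2, Gata4 and Pgc. Hoxb9 was at 0 CPM in all 4 duodenum and all 4 jejunum libraries and at 23.2 ± 5.50 CPM in ileum, at least 411-fold higher than in duodenum with 3 counts over the group as the floor. Gata4 (chromosome 14 from 63436362 to 63509141) was at 31.7 ± 6.03 CPM in duodenum, 21.8 ± 3.79 CPM in jejunum and 0.352 ± 0.122 CPM in ileum (log2 fold change -6.45, standard error 0.27, adjusted p = 1.11e-09 by edgeR for ileum against duodenum). Bex1 rose from 0.265 ± 0.142 CPM in duodenum to 16.4 ± 1.93 CPM in ileum. Between jejunum and duodenum the largest changes included rises of Osr2, Chac1 and Defa22 and falls of Rasd2 and Pgc, and between ileum and jejunum rises of Hoxb9, Rgs2 and Cd177 and falls of Onecut2, Gata4 and Pdia2. Rasd2 fell from 42.4 ± 10.4 CPM in duodenum to 1.55 ± 0.538 CPM in jejunum, and Cd177 rose from 6.65 ± 1.73 CPM in jejunum to 68.6 ± 9.81 CPM in ileum.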

When comparing the three regions pairwise, PCs from the duodenum and ileum showed the largest differences, with 1549 differentially expressed genes (DEGs) between them; those of the duodenum and jejunum showed only 283 DEGs, while the number of DEGs in PCs from the jejunum and ileum was 600. 

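The union of the 3 comparisons held 1162 genes in the edgeR fit, of which 758 were called in 1 comparison, 370 in 2 and 34 in all 3, and 1667 genes under DESeq2. In a principal component analysis of log2 CPM over the tested genes, the first component held 33.2% of the variance and ordered the regions without overlap, with the duodenum libraries between -37.3 and -27.3, the jejunum libraries between -7.50 and -0.489 and the ileum libraries between 30.6 and 49.2. The second component held 24.2%. For 990 of the genes called between ileum and duodenum (88.6%), the jejunum mean lay between the means of the other regions, and at the median it lay 41.7% of the way from duodenum to ileum.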

Overall, we found that a total of 1674 genes are differentially expressed (union overlap), so the PCs from the three regions have sufficient distinct gene expression profiles that allow them to be easily discriminated from one another (Figure S3A).

We used K-means clustering to group the gene expression profiles of the DEGs. As this requires that the number of clusters (K) is set a priori, we tested several values for K and evaluated the clustering using various metrics: *average silhouette size* (Figure S3B) and *the gap statistic* (Figure S3C, see Materials and Methods). 

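K-means was run here on the region means of the union genes, each divided by the mean of the 3 regions, for 2 to 15 groups. The average silhouette width was highest with 2 groups (0.582) and 3 groups (0.572). With 7 groups it was 0.482, the fifth highest value, above that with 6 groups (0.473). The gap statistic was highest with 3 groups at 0.887 (standard error 0.00876) and stood at 0.828 (standard error 0.00948) with 7, again above its value with 6 groups, 0.814 (standard error 0.0110).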

Based on the data, we selected a value of 7 for the number of desired clusters. These seven groups fall into three main categories: three groups of genes that are most highly expressed in the duodenum (groups 1–3, Figure 3B–D), one group of genes most highly expressed in the jejunum (group 4, Figure 3E), and three groups of genes expressed most highly in the ileum (groups 5–7, Figure 3F–H). Each of these groups were subjected to functional *Metascape* enrichment analysis and the top five pathways for each group are displayed in Figure 3I (individual *Metascape* analyses can be found in Figure S4 and the full *Metascape* analysis is in Table S3). 

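Of the union genes, 487 (41.9%) had their highest mean in duodenum, 94 (8.09%) in jejunum and 581 (50.0%) in ileum. K-means with 7 groups gave 3 groups highest in duodenum, of 24, 134 and 325 genes, 1 group of 72 genes highest in jejunum and 3 highest in ileum, of 64, 138 and 405 genes. The jejunum group was not found with 3 groups, or when z-scores of log2 CPM were used in place of ratios to the mean. The profiles of the groups that the paper lists in Table S4 were also recomputed from the counts. These groups were made from the same libraries, so the profiles describe them and do not test them. All 52 genes of group 1 were highest in duodenum, all 84 of group 4 in jejunum and all 98 of group 7 in ileum. In group 5, 578 genes were highest in ileum and 58 in jejunum.

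**Figure D1:**
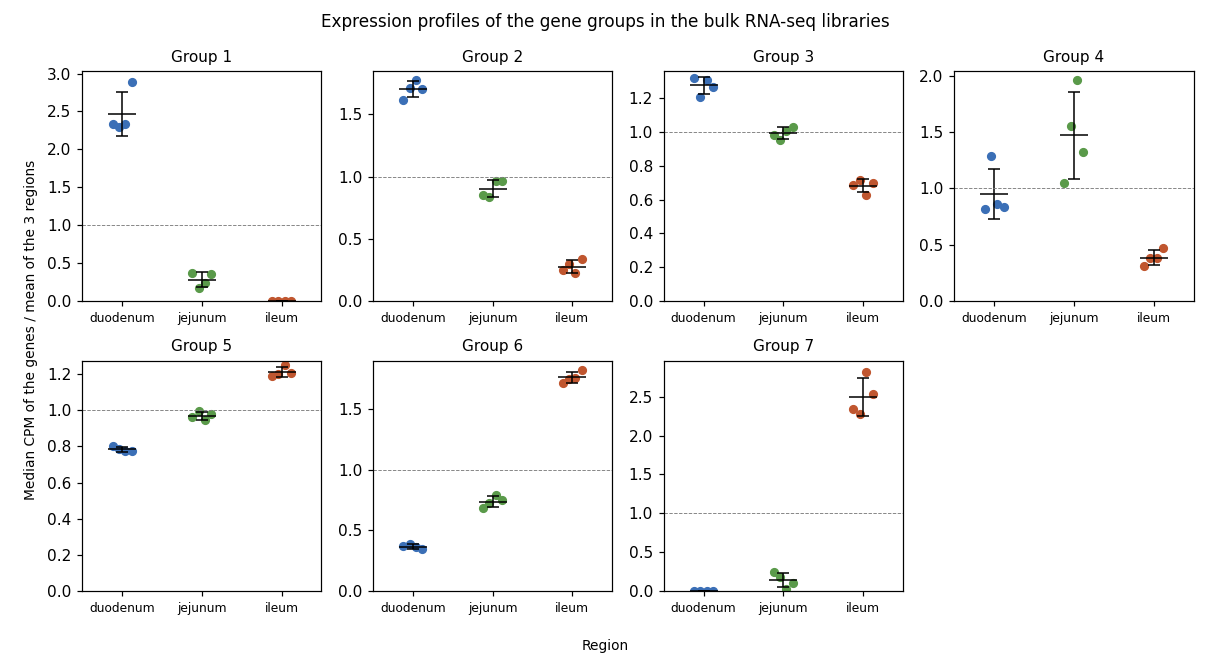
Scaled expression of the 7 groups of Table S4 in each region. The vertical axis gives the median over the genes of a group of CPM divided by the mean of the 3 regions (no unit, starting at 0), each point is 1 of the 4 libraries of a region, and bars give the mean ± SD. Groups 1 to 3 are highest in duodenum, group 4 in jejunum, where its libraries are widely spread (SD 0.385), and groups 5 to 7 in ileum.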

The full gene lists corresponding to each group are added to the addendum, Table S4.

Genes highly expressed in duodenal PCs consist of three groups.

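The 52 genes of group 1 had a median scaled expression of 2.46 in duodenum, 0.47 in jejunum and 0.04 in ileum, with an SD between libraries of 0.284 in duodenum. They are weakly expressed, with a median of 0.562 CPM over the 12 libraries, and 24 of them were called by edgeR between ileum and duodenum, 15 between jejunum and duodenum and 10 between ileum and jejunum. Of the 4 genes that Table S3 lists in this group under enteroendocrine cell differentiation and pancreas development, 3 were tested and called, Onecut2, Nkx2-2 and Pdx1. Onecut2 lies on chromosome 18 from 64473091 to 64534058 of GRCm39 and was at 28.7 ± 3.84 CPM (SD, n = 4) in duodenum, 6.46 ± 1.57 CPM in jejunum and 0.0728 ± 0.103 CPM in ileum (ileum against duodenum: log2 fold change -8.19, standard error 0.38, adjusted p = 2.65e-09, edgeR). Nkx2-2 (chromosome 2 from 147019466 to 147036163) fell from 23.8 ± 1.26 CPM to 8.03 ± 1.01 CPM and 0.412 ± 0.383 CPM along the same axis (log2 fold change -5.85, standard error 0.32, adjusted p = 1.19e-08 for ileum against duodenum). The hormone genes Cck, Gip, Gcg and Chga stayed at or under 1.41 CPM on average in every region.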

Group 1: the group of genes displaying the highest expression in the duodenum and nearly no expression in the ileum displayed an expression profile reminiscent of enteroendocrine cells and genes associated with pancreas development (Figure 3B), suggesting that PCs in the duodenum may play a role in the regulation of hormonal signaling and in coordinating digestive processes, respectively. 

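Pdx1 (ENSMUSG00000029644) lies on chromosome 5 from 147206769 to 147212658 of GRCm39, on the plus strand, with 2 exons. It was at 6.72 ± 0.843 CPM (SD, n = 4) in the duodenum libraries, between 5.54 and 7.48 CPM in each, and no read was counted in any of the 4 jejunum or the 4 ileum libraries. With 3 counts over a group as the floor, it was at least 84.1-fold higher in duodenum than in jejunum and at least 99.0-fold higher than in ileum (adjusted p = 7.47e-05 and 9.46e-06, edgeR). Since the other regions are at 0, the fold itself cannot be given, only this lower bound for counting error.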

Pancreatic and duodenal homeobox 1 (Pdx1) is a gene belonging to this first group. Although its function in PCs is not known, it plays a key role in the maturation and preservation of pancreatic β-cells, as it controls the activation of insulin and other genes responsible for glucose sensing [52]. 

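The 188 genes that Table S4 lists for group 2 had a median scaled expression of 1.71 in duodenum, 0.93 in jejunum and 0.30 in ileum, and all of them had their highest mean in duodenum. Table S3 lists 6 genes of this group under corticotropin secretion and under sterol and cholesterol catabolism. Of these, 5 were tested and all 5 were called lower in ileum than in duodenum. Pex5l, on chromosome 3 from 33002537 to 33197396 of GRCm39, was at 7.53 ± 2.04 CPM (SD, n = 4) in duodenum, 6.58 ± 2.03 CPM in jejunum and 0.828 ± 0.311 CPM in ileum (log2 fold change -3.09, standard error 0.33, adjusted p = 1.09e-05, edgeR). Apoe (chromosome 7 from 19430034 to 19434947) was at 12.4 ± 1.46 CPM, 5.03 ± 1.03 CPM and 3.63 ± 3.07 CPM in the 3 regions, and Scarb1 (chromosome 5 from 125353547 to 125418176) at 4.21 ± 0.954 CPM, 2.16 ± 0.831 CPM and 1.19 ± 0.247 CPM (adjusted p for ileum against duodenum = 0.00476 and 0.00131). Lif and Cyp39a1 were near 2.22 and 2.18 CPM in duodenum and under 1 CPM in ileum (adjusted p = 0.0183 and 0.0280). The call of Lif was lost without duodenum replicate 3 or 4 or without ileum replicate 1, 2 or 4, and that of Cyp39a1 without duodenum replicate 1 or 2 or without ileum replicate 1, 2 or 4, and under scaling by library size alone.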

Group 2: genes having a slightly lower duodenal expression and a less severe drop-off in expression level along the intestinal axis (Figure 3C) are related to the secretion of corticotropin and the catabolism of both sterol and cholesterol processes. This suggests that PCs, particularly those in the duodenum, may play a role in both hormone secretions related to stress responses and the degradation of specific lipid molecules. 

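In group 3, the median scaled expression of the 430 listed genes was 1.30 in duodenum, 1.01 in jejunum and 0.69 in ileum, with an SD between libraries of at most 0.0512. Duodenum was the highest region for 392 genes and jejunum for 38. The median gene stood at 9.40 CPM over the 12 libraries, so this group is better covered than groups 1 and 2, and 351 genes were called by edgeR between ileum and duodenum, 6 between jejunum and duodenum and 81 between ileum and jejunum.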

Group 3: these genes (Figure 3D), which show expression in all compartments with a proximal–distal decreasing pattern, are related primarily to the cell cycle. This suggests that cell proliferation also follows a proximal–distal axis with the duodenum showing slightly more cell cycle activity.

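The 40 genes listed in Table S3 for group 3 under the mitotic cell cycle were all tested, and every one was lower in ileum than in duodenum, with a median log2 fold change of -1.14. Over all tested genes 33 of them were called by edgeR, and 40 when adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The count of 33 depends on single libraries and on the scaling. It was 18 and 15 without duodenum replicates 1 and 3, 17, 20 and 16 without ileum replicates 1, 2 and 3, and 6 under scaling by library size alone. Limma's camera test, with its preset correlation of 0.01 between genes, gave an adjusted p of 1.00e-21 over the 24 set tests made, and fry gave p = 3.87e-06. Leaving out each library in turn kept the median between -1.21 and -1.06. From duodenum to jejunum the median change was -0.34 (camera adjusted p = 3.57e-08, or 0.0794 with the correlation between genes estimated from the data) and from jejunum to ileum -0.78. Where along the axis the fall is larger depends on the scaling, as these medians were -0.70 and -0.36 with library size alone. Ube2c, on chromosome 2 from 164611768 to 164620742 of GRCm39, was at 9.73 ± 1.93 CPM (SD, n = 4) in duodenum, 8.86 ± 2.06 CPM in jejunum and 3.78 ± 1.06 CPM in ileum (log2 fold change -1.37, standard error 0.24, adjusted p = 0.00118 by edgeR for ileum against duodenum). Ccng1 (chromosome 11 from 40639377 to 40646148), which is more abundant, fell from 161 ± 40.4 CPM to 127 ± 24.6 CPM and 71.7 ± 13.5 CPM along the axis (adjusted p = 0.00111 for ileum against duodenum).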

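The 84 genes of group 4 had a median scaled expression of 1.03 in duodenum, 1.52 in jejunum and 0.35 in ileum, and are weakly expressed, with a median of 2.36 CPM. By edgeR, 38 were called between ileum and jejunum, 26 between ileum and duodenum and 4 between jejunum and duodenum. The library of jejunum replicate 3 weighs on this group. Without it, jejunum remained highest for the median gene at 1.46, but for 65 of the 84 genes only, and this is no independent test, as the genes were grouped on these libraries. Of 14 genes listed in Table S3 under amyloid-beta clearance, fat digestion, endoplasmic reticulum stress and cholesterol metabolism, 11 were tested and 8 called in a comparison with jejunum. Chac1, on chromosome 2 from 119180757 to 119184866 of GRCm39, was at 1.45 ± 0.223 CPM (SD, n = 4) in duodenum, 21.2 ± 8.27 CPM in jejunum and 8.38 ± 3.32 CPM in ileum (jejunum against duodenum: log2 fold change 3.83, standard error 0.35, adjusted p = 2.18e-05, edgeR). Its lower value in ileum than in jejunum (adjusted p = 0.0154) was no longer called without ileum replicate 2 or jejunum replicate 1 or 4, or under scaling by library size alone. Pdia2 (chromosome 17 from 26414973 to 26418061) was at 117 ± 33.8 CPM, 178 ± 36.0 CPM and 9.00 ± 2.28 CPM in the 3 regions, where the fall from jejunum to ileum was called (adjusted p = 4.70e-08) and the difference between jejunum and duodenum was not (adjusted p = 0.252), except without duodenum replicate 2 (adjusted p = 0.0328) and with the covariate for variation within regions. Plpp1 (chromosome 13 from 112937278 to 113005534) was at 20.2 ± 1.71 CPM in jejunum against 16.9 ± 3.17 CPM in duodenum, a difference that was not called (adjusted p = 0.580). Apob was at 22.8 ± 21.4 CPM in jejunum, with an SD almost as large as the mean, and its call against ileum (adjusted p = 0.0112) was lost without ileum replicate 1 or 3, without the filter on low counts, under scaling by library size alone and with the library composition block.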

Genes most highly expressed in jejunal PCs are enriched for amyloid-beta clearance, fat absorption, ER stress, and cholesterol metabolism (group 4, Figure 3E). The precise role of secreted amyloid-beta in the gut is not fully known; however, it has been observed to attenuate cholesterol uptake in intestinal epithelial cells in vitro [53].

Genes most highly expressed in ileal PCs also consist of three groups. Group 5: the genes ubiquitously expressed in PCs, but increasingly along the GI tract and most highly in ileum PCs, are primarily associated with secretory pathways (glycosylation processes, Golgi complex) and metabolism (Figure 3F), compatible with secretory cells. 

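Group 5 is the most abundant of the groups, with a median of 29.7 CPM per gene over the 12 libraries. Its genes had a median scaled expression of 0.79 in duodenum, 0.98 in jejunum and 1.23 in ileum, with an SD between libraries of at most 0.0262, and edgeR called 399 of them between ileum and duodenum, 71 between ileum and jejunum and 32 between jejunum and duodenum. All 71 genes listed in Table S3 under glycosylation and Golgi vesicle transport were tested, and 44 were called between ileum and duodenum. Slc39a8, on chromosome 3 from 135531040 to 135594333 of GRCm39, rose from 35.3 ± 2.86 CPM (SD, n = 4) in duodenum to 60.3 ± 5.06 CPM in jejunum and 87.5 ± 3.56 CPM in ileum (log2 fold change 1.31, standard error 0.12, adjusted p = 3.29e-06 by edgeR for ileum against duodenum). Cmas, which lies on chromosome 6 from 142702394 to 142721440, rose from 55.1 ± 1.38 CPM to 66.9 ± 7.32 CPM and 107 ± 11.2 CPM (adjusted p = 1.12e-04), and Nans (chromosome 4 from 46489248 to 46503632) from 73.7 ± 7.42 CPM to 93.5 ± 7.08 CPM and 125 ± 8.40 CPM (adjusted p = 7.66e-04).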

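The median gene of group 6 stood at 0.39 of the mean of the 3 regions in duodenum, 0.77 in jejunum and 1.80 in ileum, and 180 of its genes had their highest mean in ileum, the other 2 in jejunum. By edgeR, 137 were called between ileum and duodenum, 28 between jejunum and duodenum and 76 between ileum and jejunum. All 16 genes listed in Table S3 under antimicrobial response, disruption of another organism and antigen presentation by MHC class II were tested and called higher in ileum than in duodenum. Reg3g, an antimicrobial lectin gene on chromosome 6 from 78443246 to 78445859 of GRCm39, was at 185 ± 32.7 CPM (SD, n = 4) in duodenum, 1345 ± 409.6 CPM in jejunum and 2364 ± 899 CPM in ileum (log2 fold change 3.68, standard error 0.30, adjusted p = 9.04e-07 by edgeR for ileum against duodenum). Its log2 fold change stayed between 3.42 and 3.84 when each library was left out in turn. Defa22 (chromosome 8 from 21652290 to 21653265), whose counts are uncertain because the family holds near-identical copies, rose from 1047 ± 359.9 CPM in duodenum to 12631 ± 3157 CPM in jejunum and 40168 ± 15532 CPM in ileum (log2 fold change 5.26, standard error 0.40, adjusted p = 4.52e-07). From jejunum to ileum the rise of Reg3g was not called (adjusted p = 0.147), while that of Defa22 was (adjusted p = 0.0108).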

Group 6: these genes (Figure 3G) display a clear enrichment for antimicrobial and immunity-related functions and the expression of these genes is very high in ileum but falls quickly towards the proximal part of the SI. This correlates with the observations that immune reactions [17] and antimicrobial defense [20] are higher in the ileum, likely correlating to the increasing level of bacteria along the small intestine [13]. We indeed observed the highest concentration of Defa21 in the ileum (and jejunum) of mice, and significantly lower levels in the duodenum (Figure S3D). No differences were observed in lysozyme activity between the three compartments, which is in line with the equal expression of lysozyme in the three compartments (Figure S3E). 

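Lyz1 (ENSMUSG00000069515), the lysozyme gene of PCs on chromosome 10 from 117123698 to 117128775 of GRCm39, was at 169335 ± 62398 CPM (SD, n = 4) in duodenum, 197602 ± 34982 CPM in jejunum and 154238 ± 53769.7 CPM in ileum. No difference between regions was called, with a log2 fold change of -0.13 (standard error 0.36, adjusted p = 0.868, edgeR) for ileum against duodenum and adjusted p = 0.824 and 0.781 for the comparisons with jejunum. Without duodenum replicate 2 or ileum replicate 1 the small difference between ileum and duodenum changed sign, to log2 fold changes of 0.08 and 0.01. As a share of all counts, Lyz1 held 17.2% ± 2.09 (SD) of the duodenum, 16.5% ± 0.944 of the jejunum and 16.3% ± 1.67 of the ileum libraries. Reads shared with its neighbour Lyz2, at 28.2 ± 12.5 CPM in duodenum and 35.0 ± 14.5 CPM in ileum, can be split between the genes or lost. The activity measurements were not analysed here.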

The last group, group 7, which is highly specific for ileal PCs and has lower functional enrichment, was associated with pathways such as chloride transport and the positive regulation of cholesterol metabolic processes (Figure 3H).

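Group 7 had a median scaled expression of 0.07 in duodenum, 0.25 in jejunum and 2.60 in ileum over its 98 genes, all of which were highest in ileum. The median gene reached only 0.593 CPM over the 12 libraries, and 46 genes were called by edgeR between ileum and duodenum and 41 between ileum and jejunum. Table S3 lists 8 genes of the group under chloride transport and cholesterol metabolism, of which 4 were tested and called. Ces1c, on chromosome 8 from 93825643 to 93857942 of GRCm39, rose from 6.71 ± 1.79 CPM (SD, n = 4) in duodenum to 20.9 ± 3.64 CPM in jejunum and 93.6 ± 18.3 CPM in ileum (log2 fold change 3.84, standard error 0.22, adjusted p = 1.19e-08 by edgeR for ileum against duodenum). Slc5a8 (chromosome 10 from 88721766 to 88765377) was at 0.169 ± 0.262 CPM, 1.68 ± 1.38 CPM and 6.39 ± 1.32 CPM in the 3 regions (adjusted p = 1.18e-04). The chloride channel gene Ano1 (chromosome 7 from 144142278 to 144305711) was at 1.40 ± 0.273 CPM in ileum and the lipid transporter gene Abcg1 (chromosome 17 from 31276649 to 31336969) at 3.25 ± 1.63 CPM, against 0.0845 and 0.171 CPM in duodenum (adjusted p = 0.00107 and 0.00118), levels of a few counts per library outside ileum.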

Beyond pathway enrichment, Metascape also provided a set of predicted upstream regulators for four out of the seven groups, namely the largest groups, revealing a highly distinct regulatory profile (Figure S4H). Group 2 DEGs are regulated by specificity protein 1 (*Sp1*) and nuclear receptor coactivator 1 (*Ncoa1*). Group 3 genes are regulated by transformation-related protein 53 (*Trp53*), transformation-related protein 57 (*Trp57*), and Achaete-scute homolog 1 (*Ascl1*). Group 5 genes, ileum-enriched, appear to be regulated by Fos proto-oncogene (*Fos*), CCAAT enhancer binding protein beta (*Cebpb*), CREB-binding protein (*Crebbp*), androgen receptor (*Ar*), and growth factor-independent 1B transcriptional repressor (*Gfi1b*). Group 6, slightly enriched in the ileum, was regulated by regulatory factor X5 (*Rfx5*), regulatory factor X-associated ankyrin containing protein *(Rfxank)*, and regulatory factor X-associated protein (*Rfxap*), which are transcription factors involved in the activation of the major histocompatibility complex (MHC) class II. This is in line with the elevated immune response (mediated by AMPs) pathway, observed within this group.

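Of 8 genes of MHC class II presentation (H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1, H2-DMb2, Cd74 and Ciita), 6 had enough counts to be tested, and all 6 were called higher in ileum than in duodenum, with a median log2 fold change of 2.05. The same 6 were called when adjusted over the list alone, but several of these genes are in the paper's own lists for group 6, so the test is not independent evidence. The list stood apart in limma's camera test (adjusted p = 4.75e-07) and in fry (p = 5.24e-04), but not when camera estimated the correlation between the genes (adjusted p = 0.0811). The difference lay between ileum and both other regions, since all 6 were also called higher in ileum than in jejunum (only 2 without the filter on low counts, without ileum replicate 1, 3 or 4 or without jejunum replicate 2 or 4, and camera adjusted p = 0.0680 with the estimated correlation) and none was called between jejunum and duodenum by edgeR or DESeq2 (median log2 fold change 0.34, or -0.03 under scaling by library size alone, -0.07 without jejunum replicate 3 and 0.69 without jejunum replicate 1, the only library without which camera passed, and 0 of the 6 at an unadjusted p under 0.05). Cd74, on chromosome 18 from 60936899 to 60945731 of GRCm39, was at 11.8 ± 3.70 CPM (SD, n = 4) in duodenum, 16.1 ± 10.6 CPM in jejunum and 48.9 ± 8.56 CPM in ileum (log2 fold change 2.06, standard error 0.38, adjusted p = 0.00176 by edgeR for ileum against duodenum). H2-Ab1 (chromosome 17 from 34476663 to 34488393) was at 12.5 ± 5.07 CPM in duodenum and 36.9 ± 14.0 CPM in ileum (adjusted p = 0.00966, no longer called without the filter on low counts), and H2-Aa (chromosome 17 from 34493404 to 34506798) at 1.85 ± 1.23 CPM and 16.6 ± 6.35 CPM (adjusted p = 0.00166). The RNA of the regulators themselves did not differ beyond the spread of the libraries. The paper's regulators are predictions from the genes of a group, which RNA levels of the regulators do not test. Rfx5 was at 4.72 ± 1.40 CPM in duodenum and 5.40 ± 2.00 CPM in ileum, Rfxank at 6.48 ± 1.90 CPM and 5.73 ± 2.42 CPM, and Rfxap at 6.62 ± 1.04 CPM and 7.25 ± 1.26 CPM (adjusted p = 0.738, 0.766 and 0.798, edgeR).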

Overall, on the transcriptional level, we observe that AMP expressions in PCs are lowest in the duodenum and increase along the GI tract to reach their maximum in the ileum. In contrast, functions related to digestion and non-AMP secretions seem to be present primarily in PCs in the duodenum and jejunum, and less in the ileum. 

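Of 28 α-defensin genes in the counts, 20 could be tested. Their median log2 fold change from duodenum to ileum was 0.58, with 14 higher in ileum, 9 of them called and 11 of the 20 genes called in either direction when adjusted over the list alone, and 1 called lower. That median was 1.44 without the filter on low counts, over 27 genes, and between 0.36 (without duodenum replicate 3) and 0.78 with each library left out in turn, with 0.39 without ileum replicate 3. With the library composition block 11 were called higher and 6 lower, and with the covariate for variation within regions 12 and 6. Limma's camera test gave an adjusted p of 2.60e-05 and fry p = 0.00781, but with the correlation between the genes estimated from the data camera gave an adjusted p of 0.504. From duodenum to jejunum all 20 were higher (median 1.06, 7 called, not past 0.05 in camera with the estimated correlation). With the composition block 11 were called and 19 higher, with the covariate 16 were called, and under scaling by library size alone 17 were higher with a median of 0.78. Without duodenum replicate 1 or 3, 19 were higher. From jejunum to ileum the median was -0.15, with 3 called higher and 1 lower. The sign of this last median depends on the processing, as it was 0.18 under scaling by library size alone and 0.04 without the filter on low counts. So do the calls, with 7 higher and 2 lower under scaling by library size alone, 5 and 2 without the filter, 8 and 8 with the composition block, 8 and 9 with the covariate, 5 and 1 without ileum replicate 2 and 4 and 2 without duodenum replicate 2. The sum over the family does not follow its median. Together the α-defensin genes took 41.4% ± 5.10 (SD, n = 4) of the counts in duodenum, 45.8% ± 3.85 in jejunum and 38.5% ± 6.16 in ileum. None of these shares differed between regions in two-sided exact permutation tests (p = 0.486 for ileum against duodenum, 0.171 for jejunum against duodenum and 0.114 for ileum against jejunum, adjusted p = 0.486, 0.257 and 0.257, where 4 libraries against 4 allow no p under 0.0286). All α-defensin counts carry the limit that reads shared between near-identical copies are not counted. The paper states that the expression of antimicrobial peptides in PCs is lowest in the duodenum and rises along the tract to the ileum. Elsewhere it gives this rise for only some of the α-defensin genes.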

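Among digestive genes, Clps, which encodes the colipase that pancreatic lipase needs, was at 3126 ± 538 CPM (SD, n = 4) in duodenum, 3384 ± 556 CPM in jejunum and 1706 ± 282 CPM in ileum. It lies on chromosome 17 from 28777123 to 28787857 of GRCm39. The values in duodenum and jejunum differed by less than the spread of the libraries (adjusted p = 0.846, edgeR), while ileum was lower than duodenum (log2 fold change -0.87, standard error 0.21, adjusted p = 0.0137) and than jejunum (adjusted p = 0.0144). The second call was lost without ileum replicate 1 or 2 or without jejunum replicate 2 or 4, and under scaling by library size alone. Pgc, the gene of the protease precursor progastricsin on chromosome 17 from 48037760 to 48045407, was at 31.4 ± 8.66 CPM in duodenum, 3.32 ± 0.812 CPM in jejunum and 0.445 ± 0.265 CPM in ileum (log2 fold change -6.01, standard error 0.33, adjusted p = 1.19e-08 for ileum against duodenum). The pancreatic acinar genes Prss1, Prss2, Cpa1 and Cela3b had 0 counts in all 12 libraries.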

Although these are all the same cell type, location-dependent variations clearly exist, and these correlate with the proximal–distal axis and the gradients, such as luminal nutritional content, luminal pH, and luminal bacterial load. These differences may be governed at the cellular level by the activation of distinct master regulator transcription factors, which are possibly instructed by these environmental gradients and other factors, and lead to location-specific transcription profiles and fine-tuned cell functions.

### 3.3. Integrative Analysis of Bulk and Single-Cell Data Links Specific PC Clusters to Regions in the Small Intestine

To integrate bulk and scRNA-seq data, the use of classical bulk deconvolution methods (e.g., “*bisque*”) is not feasible or recommended and is discarded for the following primary reason: reliable methods use a public database related to cancer and immune cell types or required multiple scRNA-seq samples as a reference [54]. Our single sample (though retrieved from eight mice) is insufficient to create a PC database. Based on how the classical deconvolution methods work, we decided to perform direct comparisons of the bulk and scRNA-seq data based on the intersect of detected differentially expressed genes using “*correlation analysis*” (Figure 4A) and “general linear model” (GLM) regression tools. Through these tools, we observed clear links between several scRNA clusters, bulk sampling regions, and groups. Most clusters exhibited high to very high correlations within all regions, typically exceeding a correlation coefficient of 0.7. In general, all regions are found to contain signals, and thus cells from each scRNA cluster. However, some clusters are more specifically linked.

scRNA clusters 0, 4, and 7 had a very high correlation score with the ileum but a considerably lower score, especially for cluster 0, with the other regions, the duodenum in particular. In contrast, cluster 1 and cluster 3 exhibited very high correlation scores with both the jejunum and duodenum; however, their correlation with the ileum was weaker. 

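The single-cell data were not analysed here, so this correlation was not recomputed. The bulk counts hold the values of the leading markers that Table S2 gives for cluster 0. Of its first 5 by fold change, Defa21, Defa22, Defa41, Defa5 and Reg3g, all were called higher in ileum than in duodenum by edgeR. Defa41, on chromosome 8 from 21681585 to 21692570 of GRCm39, was at 7.66 ± 3.30 CPM (SD, n = 4) in duodenum, 63.9 ± 27.3 CPM in jejunum and 169.97 ± 99.3 CPM in ileum (log2 fold change 4.51, standard error 0.46, adjusted p = 8.50e-06 for ileum against duodenum), with counts that reads from near-identical copies can blur.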

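The first 5 markers of cluster 1 in Table S2 were Defa38, Defa39, Defa23, Clps and Defa30. In the bulk counts, Defa39 and Clps were called lower in ileum than in duodenum by edgeR, while Defa30 and Defa38 were not. Defa38 was called lower by DESeq2 and under several other settings. Defa30, on chromosome 8 from 21609255 to 21625621 of GRCm39, was at 99227 ± 40532 CPM (SD, n = 4) in duodenum, 109638 ± 25841 CPM in jejunum and 68528 ± 30400.3 CPM in ileum (log2 fold change -0.53, standard error 0.39, adjusted p = 0.451 for ileum against duodenum). Its fall was called with the library composition block and with the covariate for variation within regions. Defa23 was at most 0.244 CPM on average in a region and was not tested. As for all α-defensin genes, reads that fit several copies are missing from these counts. The single-cell side of the comparison was not analysed here.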

Cluster 2 showed a very strong correlation with the jejunum and a good correlation with the duodenum and ileum. This suggests that clusters 0, 4, and 7 consist of ileal PCs, and clusters 1, 2, and 3 represent the more proximal PCs (Figure 4B). The remaining scRNA clusters displayed relatively uniform correlations with the different intestinal regions. The highest correlations were observed in the jejunum, followed by slightly reduced correlations in the duodenum and lower correlations in the ileum. These findings indicated that some clusters, found in the single-cell dataset, are influenced by the proximal–distal axis, meaning that some clusters are derived more from a single region of the intestine, while others are not influenced and comprise cells that are evenly distributed along the proximal–distal axis.

The expression pattern of a selection of individual marker genes, either from the literature or from the scRNA-seq data in the bulk sequenced regions, allowed us to zoom in deeper (Figure 4C).

scRNA cluster 8, which was considered tuft cell-like PCs, demonstrated similar correlation scores across the three regions: we observed that the typical markers were present at a low level in the bulk RNA-seq for all regions (average expressions: *Dclk1* = 30.36, *St18* = 1.26, *Rgs13* = 17.74) and were not differentially expressed between any of the intestinal regions (Figure 4D). Consequently, cells from cluster 8 appeared to be evenly distributed along the small intestine and all regions contributed equally to the signal.

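As the mean of DESeq2-normalized counts over all 12 libraries, Dclk1 was at 30.3 ± 14.9 (SD), St18 at 1.26 ± 1.21 and Rgs13 at 17.7 ± 12.8. In CPM, Dclk1, on chromosome 3 from 55149618 to 55446493 of GRCm39, was at 3.42 ± 1.53 CPM in duodenum, 3.03 ± 1.73 CPM in jejunum and 2.20 ± 1.07 CPM in ileum, and Rgs13 (chromosome 1 from 144014392 to 144053110) at 1.67 ± 1.72 CPM, 1.81 ± 1.25 CPM and 1.59 ± 0.968 CPM. For both genes edgeR, DESeq2 and limma called 0 differences in the 3 comparisons, and edgeR gave 0 at an unadjusted p under 0.05, with adjusted p between 0.443 and 0.980. Of the other leading markers of cluster 8 in Table S2, Krt8 and Crip1, both were called higher in ileum than in duodenum by edgeR (log2 fold change 0.61, adjusted p = 0.00620, and log2 fold change 1.07, adjusted p = 0.0464). The Krt8 call was lost under scaling by library size alone, and the Crip1 call without the filter on low counts and without duodenum replicate 1, 3 or 4, ileum replicate 3 or 4, or jejunum replicate 2 or 4 (adjusted p up to 0.135). St18 (chromosome 1 from 6557455 to 6931164) had too few counts for the edgeR test, at 0.162 ± 0.0410 CPM in duodenum, 0.0863 ± 0.107 CPM in jejunum and 0.109 ± 0.174 CPM in ileum. At this depth a difference in Dclk1 or Rgs13 would have to be large to be seen, as the standard errors of the log2 fold changes from duodenum to ileum were 0.48 for Dclk1 and 0.81 for Rgs13.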

Cluster 5, considered GC-like PCs, was more challenging to correlate, because either not all cells express the marker (60% of the cells are *Fcgbp*-positive) or the marker is ubiquitously expressed, but at a low level (*Tff3*, Figure 4E). 

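Tff3 and Fcgbp are genes of goblet cells, the mucus cells of the gut. Tff3 (ENSMUSG00000024029), on chromosome 17 from 31344280 to 31348620 of GRCm39, was at 1124 ± 451 CPM (SD, n = 4) in duodenum, 1119.95 ± 200.1 CPM in jejunum and 1280.2 ± 491 CPM in ileum. None of the 3 comparisons was called by edgeR, DESeq2 or limma (edgeR: 0 at an unadjusted p under 0.05, adjusted p = 0.764 for ileum against duodenum). Fcgbp (ENSMUSG00000047730), on chromosome 7 from 27770661 to 27820287, was at 867 ± 523 CPM in duodenum, 338 ± 141 CPM in jejunum and 239 ± 75.4 CPM in ileum. Its duodenum libraries were widely spread, from 324 to 1582 CPM. The fall from duodenum to ileum was called (log2 fold change -1.86, standard error 0.41, adjusted p = 0.00661, edgeR), also with each library left out in turn (log2 fold change between -2.13 and -1.40), but not under scaling by library size alone or without the filter on low counts. The fall from duodenum to jejunum was not called (adjusted p = 0.153), except without duodenum replicate 2 (adjusted p = 0.0221) and with the within-region covariate that was added after the data were seen.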

Interestingly, the most ubiquitously expressed marker, *Tff3*, displayed no difference in the bulk RNA-seq data, while *Fcgbp* was significantly more highly expressed in the duodenum. This could indicate that there are multiple populations of GCs, that only some of them express high *Fcgbp*, and that these populations decrease along the intestine or that the expression of *Fcgbp* in this cell type overall decreases towards the distal intestine.

Cluster 6 is defined by the *Olfm4* marker, which is a characteristic of immature intestinal cells [55]. The contribution of this group of cells to the intestinal regions appeared to be region-dependent. 

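Olfm4 (ENSMUSG00000022026), on chromosome 14 from 80221521 to 80260579 of GRCm39, was at 487 ± 231 CPM (SD, n = 4) in duodenum, 480.00 ± 239 CPM in jejunum and 186 ± 92.8 CPM in ileum. The log2 fold change from duodenum to ileum was -1.39 (standard error 0.45, adjusted p = 0.0642, edgeR), with an adjusted p of 0.0847 under DESeq2. Leaving out each library in turn kept the log2 fold change between -1.61 and -1.04 and moved edgeR's adjusted p between 0.0425 and 0.169, under 0.05 only without duodenum replicate 4 (0.0484) or jejunum replicate 1. The covariate added after the data were seen also gave a call. So did the planned block for replicate number (edgeR, adjusted p = 0.0137), although the counts do not show that these numbers as a whole pair the libraries. Duodenum and jejunum did not differ (log2 fold change -0.02, adjusted p = 0.989), and the fall from jejunum to ileum was not called (adjusted p = 0.134). Ileum libraries ranged from 56.2 to 266 CPM, which overlaps the duodenum range of 260.1 to 805.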

The expression of *Olfm4* was approximately two-fold lower in the ileum compared to the duodenum, although the difference did not reach statistical significance (*p* = 0.08, Figure 4F). This could mean that either the total number of Olfm4^+^ cells is lower in the ileum compared to the total number of PCs/crypt cells, or that they express the marker more lowly than in the other regions, or a combination of both, which will be further investigated via spatial transcriptomics with Resolve molecular cartography.

Markers from the other clusters, such as *mt-Cytb* (Figure 4G), show very little difference in expression between the different intestinal regions, indicating that these cell populations are present to the same extent along the intestine and not affected by any proximal–distal axis gradient(s).

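The mitochondrial gene mt-Cytb (ENSMUSG00000064370), from 14145 to 15288 on the mitochondrial genome, was at 2411 ± 1188 CPM (SD, n = 4) in duodenum, 3599 ± 1412 CPM in jejunum and 3429 ± 1748 CPM in ileum. No comparison was called by edgeR, DESeq2 or limma (edgeR: 0 at an unadjusted p under 0.05, adjusted p = 0.493 for ileum against duodenum, 0.578 for jejunum against duodenum and 0.974 for ileum against jejunum). The spread is wide, with a standard error of 0.40 on the log2 fold change of 0.51 from duodenum to ileum. A moderate difference could therefore not be detected in this fit. With the within-region covariate that was added after the data were seen, edgeR called mt-Cytb higher in ileum than in duodenum. All mitochondrial transcripts together took 1.03% ± 0.289 (SD) of the counts in duodenum, 1.26% ± 0.406 in jejunum and 1.52% ± 0.386 in ileum.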

In conclusion (see also Figure S5), the majority of the clusters were assigned an identity. Purely based on scRNA markers, we could previously identify several clusters, such as the immature PC progenitors, GC-like PCs (two clusters), and tuft cell-like PCs. This can now be extended with information from the intestinal regions to also assign the identity of ileal PCs to clusters 0 and 7. Clusters 1, 2, and 3 comprised the more proximal PCs. To link the clusters to more specific regions, we combined our general correlation data and marker expression data with the known literature. It is known that several, but not all, Defa family members (including *Defa21*) have an increasing expression pattern along the small intestine, with ileal PCs displaying the highest levels of expression, which is confirmed in our dataset (Figure 4H). In contrast, duodenal PCs have lower expression of these genes, but express the *Rnase1* gene to very high levels. 

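Defa21 (ENSMUSG00000074447) lies in the α-defensin cluster on chromosome 8 from 21515557 to 21516533 of GRCm39, on the plus strand, with 2 exons. Its expression was 1201 ± 444 CPM (SD, n = 4) in duodenum, 13747 ± 3662 CPM in jejunum and 39977 ± 16513 CPM in ileum, and no library of one region overlapped with another region's. The rise from duodenum to jejunum (log2 fold change 3.52, standard error 0.39, adjusted p = 8.55e-05) and to ileum (log2 fold change 5.06, standard error 0.42, adjusted p = 8.73e-07) was called by edgeR, and held with each library left out, between 4.87 and 5.30 for ileum against duodenum. From jejunum to ileum the rise was smaller (log2 fold change 1.54, standard error 0.36, adjusted p = 0.0232) and was not called without ileum replicate 3 or 4 or without jejunum replicate 1, 3 or 4. Near-identical copies limit how far these reads can be assigned to Defa21 alone.

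**Figure D2:**
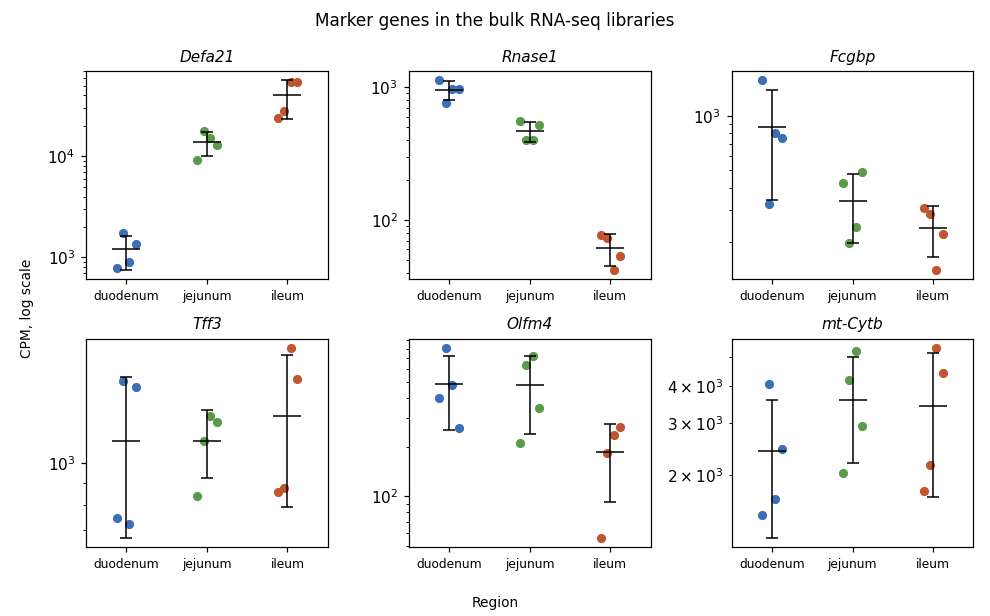
CPM of 6 marker genes in the bulk RNA-seq libraries, on a log scale, by region. Each point is 1 of the 4 libraries of a region and bars give the mean ± SD. Defa21 rises and Rnase1 falls from duodenum to ileum without overlap between these regions, while the libraries of Tff3 and mt-Cytb overlap in all 3 regions.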

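Rnase1 (ENSMUSG00000035896), a secreted ribonuclease gene on chromosome 14 from 51382455 to 51384247 of GRCm39, was at 954 ± 154 CPM (SD, n = 4) in duodenum, 468 ± 79.6 CPM in jejunum and 61.5 ± 16.4 CPM in ileum. The fall from duodenum to ileum (log2 fold change -3.95, standard error 0.23, adjusted p = 1.93e-08, edgeR) stayed between -4.07 and -3.81 on the log2 scale with each library left out. The fall from duodenum to jejunum was called as well (log2 fold change -1.03, adjusted p = 0.0254), though leaving out single libraries moved its adjusted p between 0.0115 and 0.109. The call was lost without duodenum replicate 1, 3 or 4 or jejunum replicate 2, 3 or 4, and under scaling by library size alone. Jejunum and ileum were also separated (adjusted p = 1.20e-06).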

We also examined overall α-defensin expression in more detail. 

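The 16 α-defensin genes with the highest mean CPM over the 12 libraries all passed the filter and lie on chromosome 8. By their region means, 6 of them were highest in ileum, Defa21, Defa22, Defa34, Defa35, Defa41 and Defa5, and the other 10 in jejunum, while under scaling by library size alone 8 were highest in ileum, 5 in jejunum and 3 in duodenum. By edgeR, 7 of the 16 were called higher in ileum than in duodenum, 1 lower and 8 not. Of those 8, with the library composition block, Defa28 was called higher and Defa17, Defa24, Defa26, Defa30 and Defa38 lower. Compared with duodenum, 7 were called higher in jejunum and none lower. Defa22, Defa21, Defa41, Defa35 and Defa34 had the largest rises from duodenum to ileum, between 2.72 and 5.26 on the log2 scale. Defa35 (chromosome 8 from 21555054 to 21556012 of GRCm39) was at 21.4 ± 7.71 CPM (SD, n = 4) in duodenum, 138 ± 33.5 CPM in jejunum and 433 ± 191 CPM in ileum, and Defa34 (chromosome 8 from 22155768 to 22156751) at 453 ± 152 CPM, 1301 ± 334 CPM and 2979.97 ± 1417 CPM (adjusted p for ileum against duodenum = 8.08e-07 and 7.43e-05). Defa29 (chromosome 8 from 21815903 to 21817036) was at 3054 ± 836 CPM in duodenum, 8509 ± 1761 CPM in jejunum and 8240.1 ± 2581 CPM in ileum, and Defa5 (chromosome 8 from 21787455 to 21788391) at 279 ± 116 CPM, 1059 ± 288 CPM and 1363 ± 607 CPM. For both, jejunum and ileum were each called higher than duodenum (adjusted p for jejunum against duodenum = 0.0179 and 0.0110) and did not differ from each other (adjusted p = 0.975 and 0.747). Reads that fit more than 1 of these copies were not counted, so the values of single genes are uncertain.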

Among the 16 overall most highly expressed α-defensin genes, we identified five genes that share the same expression pattern as *Defa21* (including *Defa21* itself) and two additional genes, *Defa29* and *Defa5*, that exhibit a closely related pattern (with lower expression in the duodenum). Several genes, such as *Defa40* and *Defa3*, show a peak in expression in the jejunum. Additionally, we observed that some genes, e.g., *Defa39* and *Defa38*, have expression patterns nearly opposite to that of *Defa21* (Figure S6).

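Defa40, on chromosome 8 from 21739770 to 21740572 of GRCm39, was at 928 ± 445 CPM (SD, n = 4) in duodenum, 2353 ± 654 CPM in jejunum and 1132 ± 535 CPM in ileum, and Defa3 (chromosome 8 from 21777413 to 21778393) at 194 ± 79.5 CPM, 331 ± 79.2 CPM and 204 ± 87.0 CPM. Both means were highest in jejunum, but no difference was large enough against the spread of the libraries to be called in the main edgeR fit. With the within-region covariate, added after the data were seen, Defa40 was called higher in ileum than in duodenum. For jejunum against duodenum edgeR gave adjusted p = 0.118 for Defa40 and 0.352 for Defa3 (DESeq2: 0.0683 and 0.248), and for ileum against jejunum 0.166 and 0.330. Reads shared with other α-defensin genes are not counted here either.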

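Defa39, on chromosome 8 from 22192531 to 22200234 of GRCm39, was at 46844 ± 15043 CPM (SD, n = 4) in duodenum, 61685 ± 12336 CPM in jejunum and 14530.3 ± 5632 CPM in ileum, and was called lower in ileum than in duodenum (log2 fold change -1.69, standard error 0.35, adjusted p = 0.00415, edgeR) and than in jejunum (log2 fold change -2.09, adjusted p = 0.00248). Defa38 (chromosome 8 from 21584982 to 21586111) was at 45554 ± 14253 CPM, 55427 ± 11175 CPM and 23719 ± 8629 CPM, and its fall from duodenum to ileum was not called by edgeR (log2 fold change -0.94, standard error 0.34, adjusted p = 0.0924) but was by DESeq2 (adjusted p = 0.00693), and by edgeR without the filter on low counts and under scaling by library size alone. The abundant Defa24 (chromosome 8 from 22224506 to 22225490) showed no called difference between ileum and duodenum (log2 fold change -0.30, adjusted p = 0.703), but was called lower in ileum with the composition block and with the covariate, both added after the data were seen. The genes were also summed over 2 sets put together after their values were seen. Both mean sums rise from duodenum to jejunum, and they go opposite ways from jejunum to ileum. From duodenum to ileum they also part. For the set with Defa24, however, the mean ± SD range of duodenum overlaps those of both jejunum and ileum. Over Defa24, Defa30, Defa38 and Defa39 the CPM were 394857 ± 145893 in duodenum, 504664 ± 110152 in jejunum and 272003 ± 113602 in ileum, and over Defa21, Defa22, Defa34, Defa35 and Defa41 they were 2731 ± 964, 27881 ± 7127 and 83728 ± 33651. As mean shares of all counts, Defa24 (20.6% and 23.1%) and Defa39 (4.82% and 5.14%) were higher in jejunum than in duodenum. Defa30 (10.0% and 9.10%) and Defa38 (4.69% and 4.62%) were lower there. As before, reads shared with near-identical copies are not counted.

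**Figure D3:**
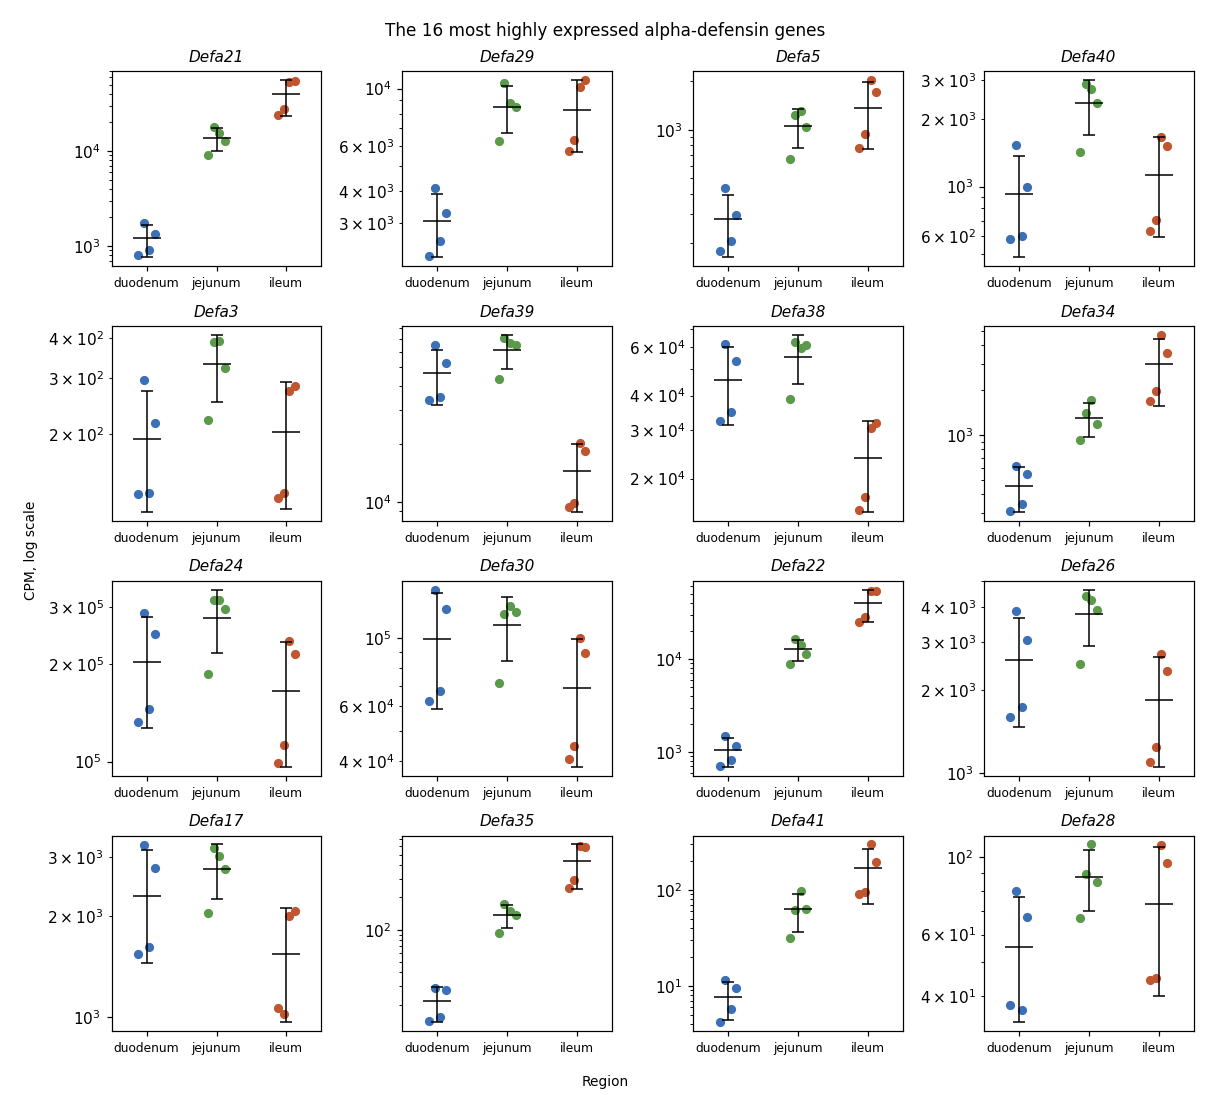
CPM of the 16 most highly expressed α-defensin genes by region, on a log scale that differs between panels. Each point is 1 of the 4 libraries and bars give the mean ± SD. Defa21, Defa22, Defa34, Defa35 and Defa41 rise from duodenum to ileum, while Defa39 and Defa38 are lowest in ileum.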

Based on these data and the correlation and regression results, we conclude that the duodenal PCs can be found in clusters 1 and 3 and the jejunum PCs in cluster 2. Cluster 4 seems to be made up of distal PCs, but we cannot say if they are from the jejunum or ileum, so it is classified as jejunum/ileum, see Figure 4B.

### 3.4. Confirmation of PC Clusters via Spatial Transcriptomics

#### 3.4.1. Spatial Transcriptomic Probe Design to Validate PC Clusters

The last approach to study PCs in depth consisted of performing spatial transcriptomics on the three different compartments of the small intestine (see Figure 5A for set up) using the Resolve molecular cartography platform of Resolve Biosciences. This tool allows the examination of the expression of several dozen RNA transcripts using a hybridization approach with a custom-designed probe panel in a manner that also detects subcellular spatial information. The goal was to confirm the existence of distinct PC populations along the gastrointestinal tract and to investigate if there are different PC populations within a specific crypt region. The technology allows for the imaging of up to 100 probes, but limitations of the maximal allowed total (predicted) signal intensity forced us to use fewer probes. Technical limitation also excluded *short* RNA molecules, including all *Defa* genes, and extremely highly expressed genes (e.g., *Lyz1*), leading to a final probe set of 59 probes (see Materials and Methods). Resolve utilizes DAPI staining for nuclei as the standard method to localize cells. Optionally, IHC for proteins can be included, which allows for the staining of a membrane marker. However, this is not guaranteed to be successful, and in our case, the included IHC markers failed to yield results suitable for further processing. Data were analyzed using simple proximity methods as a sanity check and processed with an in-house pipeline, which allows cell segmentation and cell-based analysis (Figure 5A).

#### 3.4.2. Simple Co-Location Analysis Confirms the Existence of Tuft Cell-like PCs and GC-like PCs

The initial analyses consisted of a location-based but cell-free analysis, i.e., comparing marker expressions across samples and marker co-occurrences. These were primarily used as quality controls for the obtained dataset and to validate the existence of tuft cell-like PCs and GC-like PCs. For example, *Rnase1* expression in the Resolve samples did indeed confirm the pattern of decreasing expression along the proximal–distal axis as found in the bulk RNA-seq data, and previously described in the literature [19] (Figure 5B). We also found a strong co-expression of *Rnase1* and PC markers *Hapb2* and *Nupr1*. The second observation that was made from the crypts is that the abundance of *Olfm4* (Figure 5C) also decreases along the intestine: in the duodenum, nearly all PC marker occurrences co-localize with *Olfm4* (Figure 5D), and this is also observed in the jejunum (Figure 5E). In contrast, this is no longer observed in the ileum due to the much lower expression of *Olfm4* (Figure 5F). Finally, we confirm that the GC marker *Fcgbp* and the tuft marker *Dclk1* can indeed be found in the crypts, next to their usual presence in the villi, and primarily in the duodenum. The occurrence of both of these subsets is very rare, but the Resolve data show several clear co-occurrences of such cells expressing either *Fcgbp* or *Dclk1* in intestinal crypts, together with PC markers (Figure 5D–F). This confirms the existence of tuft-like PCs and goblet-like PCs within the intestinal crypts, albeit in a limited quantity. The use of the DAPI staining helped in preventing the detection of false interactions but could not eliminate it, which is why we switched to a cell–nucleus segmentation approach for a more detailed analysis.

#### 3.4.3. Cell-Based Analysis Identifies Region-Dependent Paneth Cell Identities along the Small Intestine, but Not within the Crypts Themselves

In-depth cell-based analyses were performed using an in-house processing pipeline. This pipeline allowed for the following: (i) image pre-processing (see Materials and Methods), after which (ii) cell segmentation with the Cellpose algorithm could be performed. The identification of cells and (iii) assignments of the transcripts to those cells allowed us to (iv) use the data as a single-cell dataset and use the Scanpy tool for single-cell analyses while maintaining the link to the spatial information. Here, we will discuss the analysis of the data using the duodenum region of interest (ROI) 1 for representative visualizations. The images from all other regions can be found in the supplemental data repository Figshare (10.6084/m9.figshare.25999150).

Raw DAPI data (Figure S7A) were evaluated and pre-processed (see Materials and Methods). The resulting cleaned image was used for nuclei segmentation using Cellpose (2.2.3) (example in Figure 5G). The detected transcripts were then assigned to individual segmented nuclei. However, since this step only retains transcripts that overlap with nuclear locations, only 20% (on average) of transcript information was retained, which proved insufficient for downstream analysis. To include more transcript information, the segmented nuclei were enlarged by 30 px, resulting in a retention of 40–50% of transcript information, up from 20%, and allowing further downstream processing. The data for each sample were then processed as a single-cell experiment, analogous to the scRNA-seq on purified PCs, but now using Python (3.10.8) and Scanpy (1.9.4) instead of R (4.3.1) and Seurat (4.3).

The results for each sequenced region of interest show a dense UMAP without any clearly separate groups and (depending on the size of the region) between 10 and 16 *Leiden* clusters, using the same parameters for each sample. These clusters can be annotated to intestinal cell populations with high or low granularity. For the first duodenum ROI, there were 12 clusters (Figure 5H) and these cluster identities could be mapped back on the DAPI image (Figure S7B–D). We then saw cells expressing specific markers localized in a manner which agreed with our cell identification, such as the *Fcgbp* expressing GCs and the crypt-exclusive proliferating cells.

To enhance the discriminatory power for detecting various cell types in the crypts, all replicates per condition were merged. We verified the absence of batch effects in any of the sample combinations (duodenum: Figure 5I, jejunum: Figure S7E, ileum: Figure S7F). This resulted in a significantly greater number of detected clusters, also in the crypts, which now revealed at least two populations (in all intestinal regions). Unfortunately, the stem cells were not detected as an individual group in any region and were part of a group of mitotically active cells, i.e., grouped with the transit-amplifying cells. The tuft cells were also not consistently detected as a unique cluster; upon checking marker gene expression, they were spread out over multiple cell clusters. The identification of the PCs could be confirmed by mapping back the PC cluster on the original images (Figure 5J). We found between tow and six PCs per crypt, with the number of PCs increasing in the distal part of the intestine, as was described previously [56].

The ultimate resolution of this research would lead to annotating PC populations or individual cells in crypts based on scRNA expression. The identification of PC populations in Resolve *Leiden* clusters is a required first step, which was performed manually based on expressed markers (in the context of the probe panel). We focused specifically on cell types that were found in the scRNA and their markers: PCs, TC-PCs, immature PC/stem cells, and GC-PCs. As suggested by the scRNA-seq data, the following markers were chosen as primarily relevant in the Resolve dataset: *Nupr1* (PCs), *Habp2* (PCs), *Wnt3* (primarily PCs), *Rnase1* (proximal PCs), *Olfm4* (stem cell, immature PC progenitors), *Fcgbp* (GC-PC), and *Dclk1* (TC-PC). In the duodenum (Figure 6A), we identified, based on marker gene expression (Figure 6D), one cluster of PCs (9), one cluster of *Olfm4*-positive cells (0), a cluster of TCs (14), and two clusters of GCs (1 and 18). In the jejunum (Figure 6B), we identified one cluster of PCs (8), one cluster of *Olfm4*-positive cells (0), and three clusters of GCs (2, 13, and 20) from the marker gene expression (Figure 6E), and in the ileum (Figure 6C), we found, based on our marker gene expression in the *Leiden* clusters (Figure 6F), one cluster of PCs (4), one cluster of *Olfm4*-positive cells (weakly positive) (0), and three clusters of GCs (1, 18, and 21). The differences that can be found between individual PCs in the Resolve dataset are small and limited to proximal–distal axis effects. We were unable to find multiple PC subpopulations within the same area of the small intestine or detect any in-crypt variation of PCs. The PC populations in the duodenum, jejunum, and ileum are different in expression levels of PC-specific markers, such as *Nupr1*, which increase along the proximal–distal axis, and *Rnase1*, which shows the opposite. However, based on Resolve, we also found PC-specific probes that detected region-specific signals that were not previously detected in the single-cell or purified bulk datasets, namely *Mlkl* (duodenum, Figure S8A), *Ddit4* (jejunum, Figure S8B), and *Csp1* (ileum, Figure S8C).

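In the bulk counts, Mlkl, on chromosome 8 from 112036296 to 112065168 of GRCm39, was at 1.03 ± 0.285 CPM (SD, n = 4) in duodenum, 0.642 ± 0.663 CPM in jejunum and 1.08 ± 0.561 CPM in ileum, near the lowest level that could be tested. Ddit4 (chromosome 10 from 59785491 to 59788492) was at 33.9 ± 7.61 CPM, 44.2 ± 5.53 CPM and 31.7 ± 2.95 CPM, highest in jejunum but not called there (adjusted p = 0.352 against duodenum and 0.134 against ileum, edgeR). Neither gene was called in any of the 3 comparisons by edgeR, DESeq2 or limma. For the ileum probe, no bulk value is given under the name the paper prints, since the probe list of Table S1 has Casp1 and the match is not stated. Casp1 (chromosome 9 from 5298508 to 5307290) was at 10.1 ± 4.58 CPM in duodenum, 10.4 ± 5.16 CPM in jejunum and 11.7 ± 3.39 CPM in ileum, without a called difference. At an unadjusted p under 0.05, 1 of these 3 genes passed for jejunum against duodenum, 1 for ileum against jejunum and 0 for ileum against duodenum. The Resolve images were not analysed here.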

While the PC clusters in all regions express *Olfm4* (Figure 6D–F), there is another cluster in each region that is clearly *Olfm4*-positive, indicating immature progenitor cells. Unfortunately, we have no data for the *Lgr5* probe/gene, so we cannot confirm stem cells with 100% certainty. These cells show a similar expression profile in all clusters based on the Resolve probes, but the *Olfm4* expression is much lower in the ileal slices. The number of actual stem cells found, which are located between the PCs, is very low, with almost none detected. Most *Olfm4*-positive cells are found to be “transit-amplifying cells”, which can be very clearly seen just above the PCs in the duodenum (Figure 6G), jejunum (Figure 6H), and ileum (Figure 6I).

A clear TC cluster, based on *Dclk1* (and *St18*), can be found only in duodenum slices (everywhere, including the crypts), but not in the jejunum or ileum (Figure 5D–F). This observation matches the detection of these cells in the single-cell dataset and confirms the cell-free analysis (Figure 4D) where the marker was found in the crypts co-localized with PC and stemness markers.

In all regions, there are multiple populations of GCs, based on the expression of *Fcgbp* and other markers. In the duodenum, there are two populations (Figure 6D,G), GC-1 (cluster 18) and GC-2 (cluster 1); in the jejunum, we observe three GC clusters: GC-1 (cluster 20), GC-2 (cluster 2), and GC-3 (cluster 13) (Figure 6E,H); the ileum also has three groups of GCs: GC-1 (cluster 21), GC-2 (cluster 1), and GC-3 (cluster 18) (Figure 6F,I). While we successfully identified GCs in the Resolve samples, all of them were localized in the villi of the intestine. However, upon closer examination of the crypts, we observed some crypt cells, primarily in the PC clusters, expressing the *Fcgbp* GC marker, but they were not annotated as GCs.

## 4. Discussion

Previous studies have suggested that PCs constitute a heterogenous population with diverse functions, related to the specific conditions of the small intestinal compartment (duodenum, jejunum, ileum) in which they reside [19,20,57]. scRNA-seq studies on mouse and human small intestines or organoids provided valuable insights into cellular diversity [19,58,59,60]. While PCs can be readily identified as a cluster in these studies, the identification of subclusters within PCs poses a challenge due to their low abundance, and enrichment tools are needed [19,59]. Nevertheless, earlier studies on PCs revealed differences in antimicrobial function and *Defa21* gene expression, depending on the location in the small intestine [19,20]. Recently, two studies were published that managed to identify two subtypes of PCs [19,59]. Grün and colleagues conducted scRNA-seq on mouse organoids and utilized RaceID, an algorithm focusing on identifying rare cell types within complex populations. Using this tool, they identified two PC subtypes: early and late PCs, whereby the early subtype exhibited higher proportions of Lgr5-positive cells than the late ones [59]. Haber et al. [19] were pioneers in performing scRNA-seq on mouse small intestine cells, revealing signature genes for all IECs. Notably, they identified 82 signature genes for PCs using an enrichment strategy for these cells, increasing their proportion to 13.9%. They concluded there are two subtypes of PCs, namely PCs enriched in the proximal small intestine and cells enriched in the distal part, with the former showing high expression of *Rnase1* and the latter having higher expression of α-defensins.

In our study, we present a comprehensive overview of the PC subpopulations in vivo in mice using a triple approach: (i) using a PC purification FACS strategy, we isolated PCs from the entire small intestine for scRNA-seq; (ii) PCs were isolated from the duodenum, jejunum, and ileum for bulk RNA-seq, enabling the identification and investigation of specific PC subpopulations; and (iii) finally, we complemented our data with spatial transcriptomics on tissue section slices of the three different regions, using probes enriched for PC marker genes, allowing us to correlate PC subpopulations with specific intestinal regions.

We confirmed that the FACS gating strategy resulted in a pure PC population (of over 15,000 cells) without significant contamination of non-PCs, as 99.94% expressed PC-specific transcriptomic marker *Lyz1* and at least two members from the α-defensin gene family. In this way, we confirmed the absence of contaminants in the scRNA-seq and investigated the subpopulations present in the overall PC marker-positive population. To acquire and sequence these 15,000 cells, we had to combine material from three mice. This approach provided a broad view on PCs and increased the chance of recovering the less abundant subsets of these cells.

This study was performed using female inbred and young C57BL/6J mice, which was a strategic choice, but it could have caused a slight form of bias, in the sense that mice from other inbred lines might have produced somewhat different results.

We identified several distinct clusters, including the early and late PCs (as described by Grün et al. [59]). In our case, however, the early PCs exhibited only moderately elevated *Lgr5* levels, but they showed a high *Olfm4* signal, which is also associated with stemness. Interestingly, these cells had high expression of ribosomal protein mRNAs, suggesting an expansion of their protein synthesis machinery. This might imply they were in a preparatory phase for their eventual role as secretory cells.

In addition, we found two clusters that expressed clear but lower PC marker expression compared to all the other groups, as well as high expression of markers specific to a different lineage: (i) *Dclk1*-positive cells indicating a tuft cell-like PC identity and (ii) *Fcgbp*-positive cells indicating a GC-like PC phenotype. It is possible that these *Dlck1* and *Fcgbp*-expressing cells are in an intermediate transitional state from stem cell to terminally differentiated goblet and tuft cell, respectively. PCs, GCs, and intestinal tuft cells may represent divergent branches of the same differentiation lineage [61], in which stem cells give rise to a precursor that can then follow the tuft, goblet, or PC differentiation path [23,62]. This means that the current cluster may represent (1) a precursor of the secretory cell lineage which later diverges into distinct branches of GCs/TCs or (2) a differentiated cell type that expresses both GCs and PCs markers, as previously described [63]. However, as our current RNA-seq dataset (bulk as well as single-cell) lacks stem cells or differentiated goblet or tuft cells, we can only hypothesize and refer to follow-up studies.

To understand the basis of the multiple clusters (identified via single-cell analysis) in relation to the origin of the PCs (duodenum, jejunum, ileum), we opted to perform bulk RNA-seq, rather than scRNA-seq, on PCs derived from these locations. We expected this choice to provide a more in-depth understanding of these populations since scRNA-seq is considerably more shallow than bulk RNA-seq. Using this detailed transcriptomic dataset, we confirmed what was described and suggested in the literature [19,20] about the proximal–distal axis and the relation to PC gene expression and function. We were able to provide several additional insights, such as the reduction in the *Olfm4*-positive population along the small intestine and the digestive support functions clearly associated with duodenal and jejunal PCs. By combining the scRNA-seq and bulk RNA-seq information, we annotated most of the clusters observed in our data, with those expressing mitochondrial genes as discriminating markers being the exception. Moreover, we validated the existence of five scRNA-seq clusters associated with the different locations in the small intestine.

To validate these data and potentially establish connections between PC clusters and differences within the crypts, we performed spatial transcriptomics using the Resolve molecular cartography platform. This technology enabled the sequential multiplex measurement of up to 100 genes by means of FISH. The panel design for the spatial transcriptomics was limited by the technology used. We encountered limitations in incorporating the most effective PC markers because of expression levels that were too high according to the platform (*Lyz1*), which could also impede the measurement of other probes. Additionally, in the case of α-defensins, the markers were too short to design suitable probes. This, together with a maximal allowed total (predicted) signal intensity of the probes, limited us to the use of only 59 probes. We also used an in-house pipeline to process the images, segment the cells, and assign the transcripts, which is not possible with Resolve itself. This allowed us to identify PCs and dividing cells, but not to recover a pure stem cell group. This may be due to the small size of stem cell nuclei, which makes them hard to segment. This is also suggested by the occurrence of gaps in the crypts after cell segmentation. We were able to show the tuft cell markers and GC markers co-localizing with PC markers in the crypts, although this is a quite rare event. Furthermore, we were able to validate the classification of early and late PCs along the proximal–distal axis, with decreasing expression of *Olfm4* in PCs along the small intestine. However, we could not detect more than one PC population in a tissue region or within a crypt with the probe set used.

We studied human data to ascertain if the regional α-defensin expression profiles in mice can be translated to humans. However, α-defensin biology is difficult to compare due to the low number of intestinal α-defensin genes in humans. Furthermore, recent studies did not find conclusive differences between PCs in human data [60,64], but this may also be due to the low number of PCs sequenced in human datasets. For example, Burclaff et al. only found 49 PCs to work with. In contrast, there is evidence for the reduction in PC defensin and LYZ1 expression in certain disease conditions such as IBD [65] and liver cirrhosis [66]. For now, this finding in mice cannot be directly translated to humans.

In summary, our study involved a comprehensive in-depth mRNA expression profiling (scRNA-seq, bulk RNA-seq, and spatial transcriptomics) on intestinal PCs across three distinct locations in the small intestine. The analysis unveiled the existence of distinct PC populations along the proximal–distal small intestinal axis, suggesting that the local diverse gut microenvironment and microbiome may determine the transcriptional status of PCs, leading to several distinct PC populations. Through pathway analysis, we identified novel functions of PCs that have not previously been described in the literature. The dataset provides new insights into PCs and introduces numerous potential avenues for further research.

## Figures and Tables

**Figure 1:**
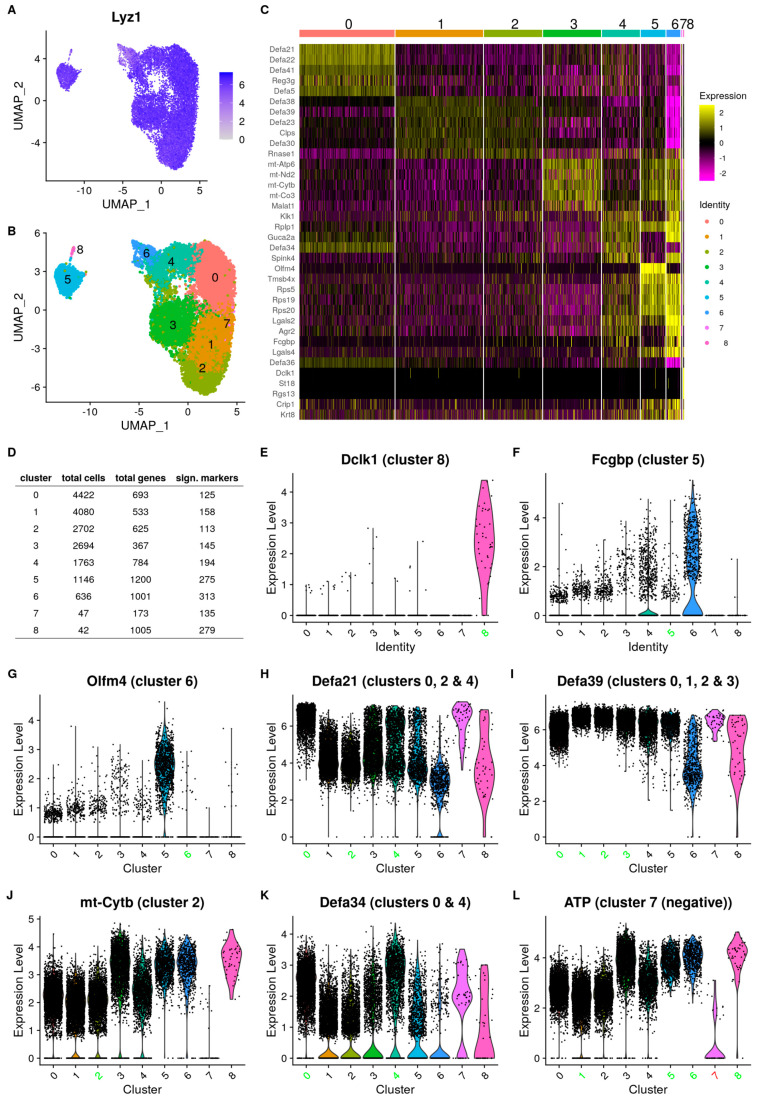
Single-cell transcriptomics analysis on purified PCs. (**A**): Expression plot of *Lyz1* showing that all cells express this typical PC marker gene. (**B**): Uniform manifold approximation and projection (UMAP) of the scRNA-seq dataset, colored according to *Seurat clusters* that are assigned by *Leiden clustering*. In total, 9 clusters were identified. (**C**): Heatmap of the top 5 positive markers per clusters (some markers are shared between clusters). (**D**): Table showing the average numbers of genes detected per cluster and the number of those identified as cluster markers. Some clusters are defined by the number of detected genes in addition to cluster-specific markers (5, 7, and 8). (**E**–**L**): Violin plots of selected marker genes (*Dclk1*, *Fcgbp*, *Olfm4*, *Defa21, Defa39*, *mt-Cytb*, *Defa34*, and *Atp*) depicting the log2-scaled expression levels and the number of cells expressing each marker within each cluster. Red or green cluster numbers indicate in which cluster the markers are downregulated or upregulated, respectively.

**Figure 2:**
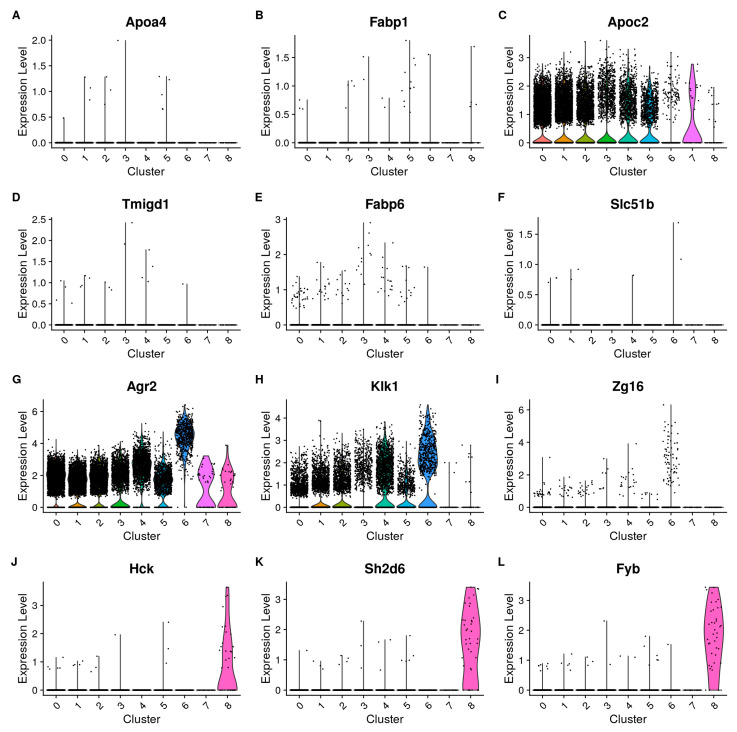
Markers identified by Haber et al. (**A**–**F**): Most enterocyte marker genes (*Apoa4*, *Fabp1*, *Tmigd1*, *Fabp6*, and *Slc51b*) are expressed very little and in only very few cells, with some exceptions (*Apoc2*, **C**). (**G**,**H**): Goblet cell markers (*Agr2* and *Klkl1*) can be found in our dataset and are most highly expressed in cluster 5. (**I**): Goblet cell marker *Zg16* is only found in a few cells, with the majority and the highest expression levels observed in cluster 5. (**J**–**L**): Tuft cell markers (*Hck*, *Sh2d6*, and *Fyb*) described by Haber et al. are indeed expressed in the cells from cluster 8 of our dataset. All clusters express PC markers as well.

**Figure 3:**
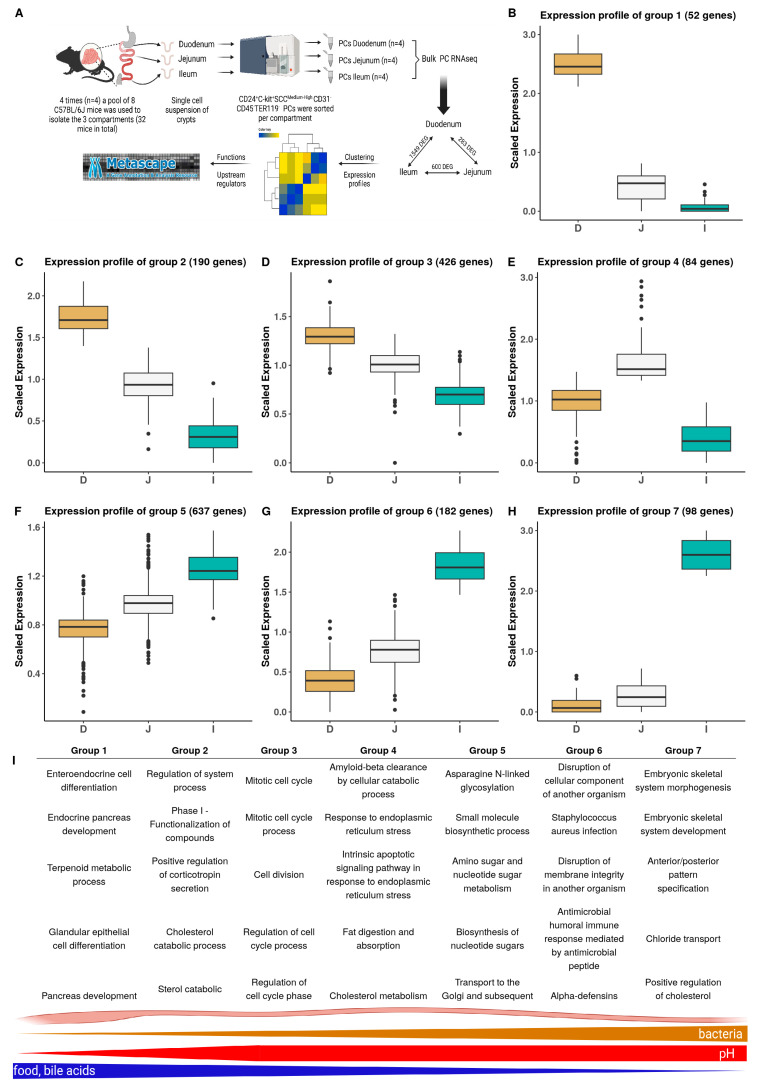
PC bulk RNA-seq analysis across regions of the small intestine. (**A**): Workflow of the bulk RNA-seq experiment. (**B**–**H**): Expression profiles of groups 1–7. (**I**): Top 5 differentially expressed pathways for each group as found via *Metascape* analysis (the expression profiles of the different groups can be roughly placed along the small intestine). The graph under the table shows a schematic representation of the most important proximal-to-distal gradients in the small intestine. Whiskers indicate variability outside the upper and lower quartiles. Outliers, which are data points that fall outside this range, are plotted as individual dots aligned with the whiskers.

**Figure 4:**
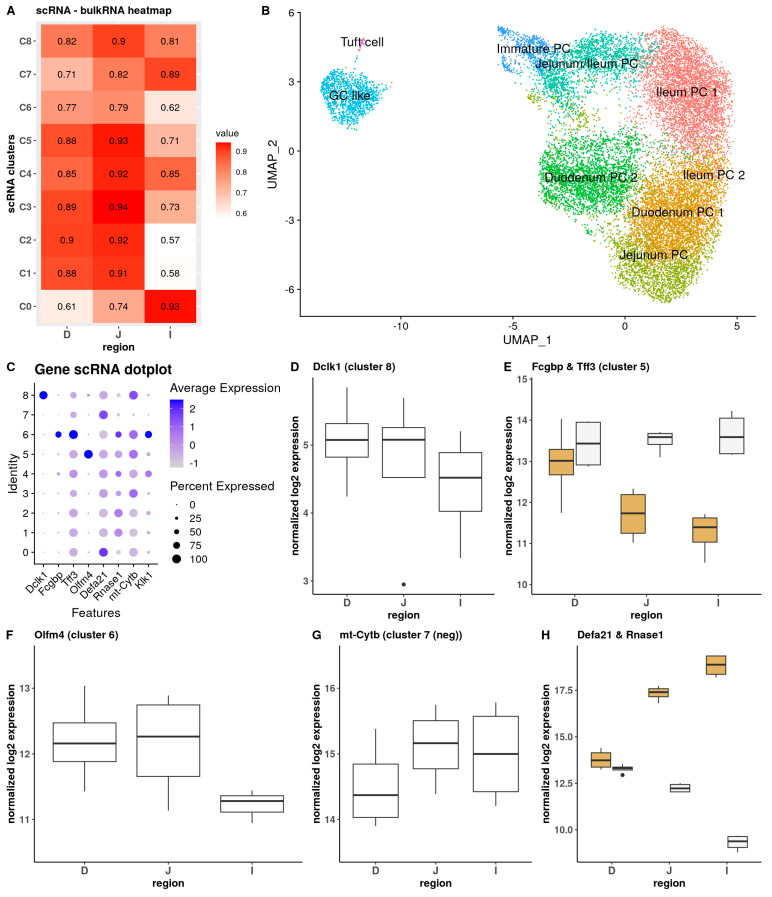
Integration of the scRNA-seq and bulk RNA-seq data. (**A**): Correlation matrix between scRNA-seq clusters and bulk RNA-seq (based on a *pseudo-bulk* expression dataset). (**B**): scRNA-seq UMAP plot with all subpopulations annotated based on the scRNA-seq marker and region bulk RNA-seq data. (**C**): Dotplot showing the scRNA-seq expression of the selected marker genes, described in the following panels. (**D**–**H**): Expression profile of single-cell marker genes in the bulk RNA-seq, *Dclk1* (**D**), *Fcgbp* and *Tff3* (**E**), *Olfm4* (**F**), *Mt-cytb* (**G**), and *Defa21* and *Rnase1* (**H**).

**Figure 5:**
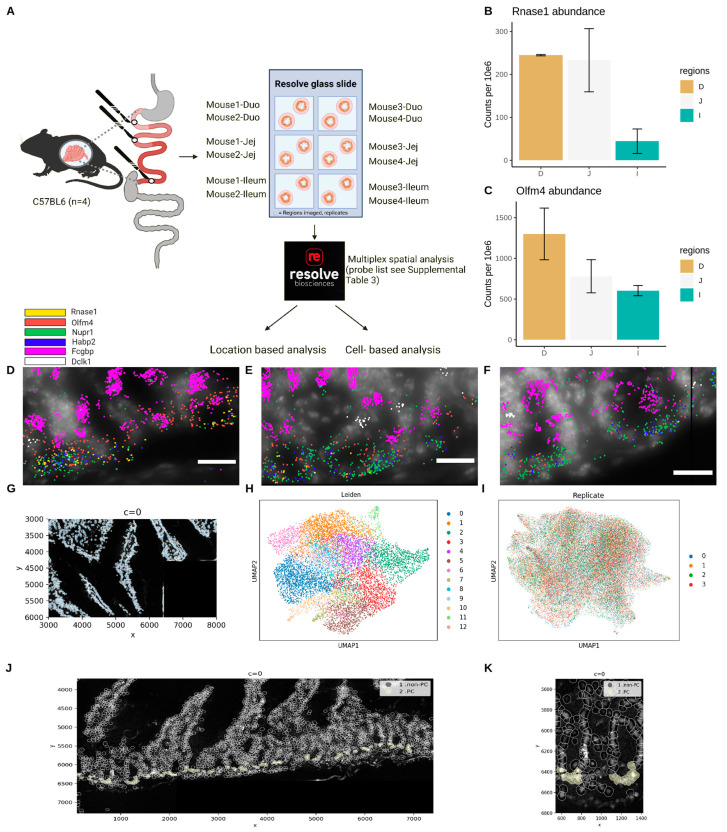
Resolve molecular cartography. (**A**): Workflow of the Resolve spatial transcriptomics experiment. (**B**,**C**): Average abundance of *Rnase1* and *Olfm4* in the Resolve samples (in counts per million) showing a decreasing expression gradient along the small intestine. (**D**–**F**): Markers found in the crypts of the duodenum (**D**), jejunum (**E**), and ileum (**F**). Yellow: *Rnase1*, red: *Olfm4*, blue and green: PC markers (*Hapb2, Nupr1*), purple: *Fcgbp*, white: *Dclk1*. A color code legend is added above panel (**D**). Scalebar 20 µm. PC marker signals are strongest in ileum, whereas *Olfm4* and *Rnase1* exhibit weaker signals. The GC marker *Fcgbp* can also, rarely, be found in crypts where the signal co-localizes with *Olfm4*/*Hapb2*/*Nupr1*. *Dclk1*-positive cells are detected in the crypts in close proximity with *Olfm4*/*Hapb2*/*Nupr1*. (**G**): *Cellpose* nuclei segmentation on duodenum region 1. (**H**): *Leiden clustering* of duodenum region 1. (**I**): Overlap of the biological replicates of the duodenum to search for batch effects. The perfect overlap indicates the absence of batch effects. (**J**): Localizing the PCs (2—yellow) and non-Paneth cells (1—black) within a specific region of the duodenum. The provided image is a representative subset of this region. Full images, as well as images of all other samples, can be found in the supplemental data repository Figshare (10.6084/m9.figshare.25999150). (**K**): A zoomed-in view of the figure shown in panel J, focusing on the region with x-coordinates [540;1410], containing 2 crypts and clearly showing the presence of PCs within these crypts. D: duodenum, J: jejunum, and I: Ileum.

**Figure 6:**
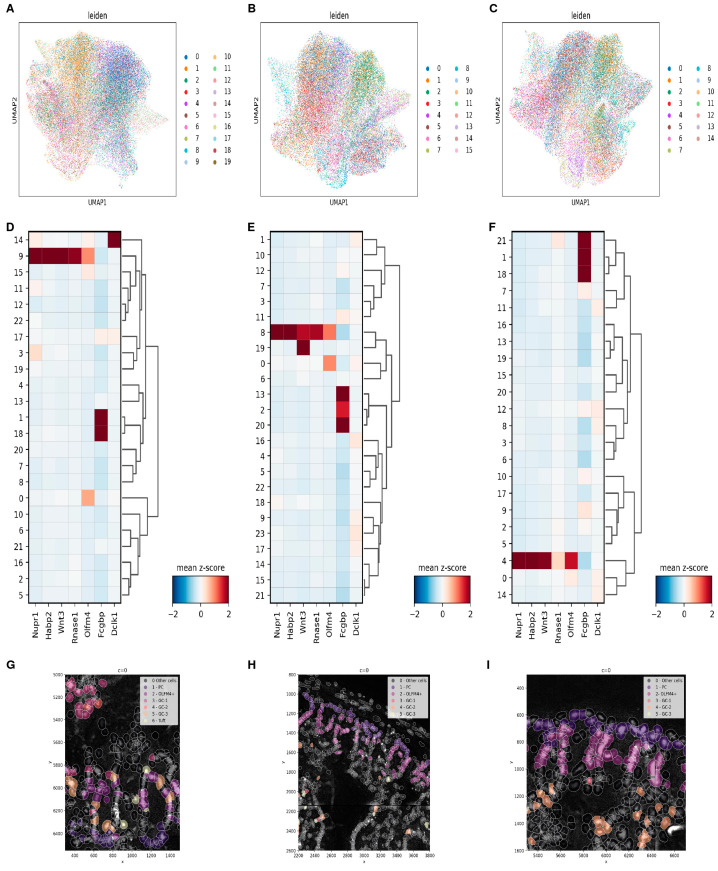
Resolve cell-based analysis. (**A**–**C**): *Leiden clustering* of the merged duodenum samples (**A**), merged jejunum samples (**B**), and merged ileum samples (**C**). (**D**–**F**): Marker expression z-scores for markers of PCs (*Nupr1, Habp2, Rnase1*, and *Wnt3*), immature cells (*Olfm4*), GCs (*Fcgbp*), and tuft cells (*Dclk1*) in duodenum (**D**), jejunum (**E**), and ileum (**F**). (**G**–**I**): PCs, *Olfm4*-positive cells, tuft cells, and GCs in the duodenum (**G**), jejunum (**H**), and ileum (**I**).

## Data Availability

The bulk RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO) with number: GSE255507. Resolve images were deposited in the supplemental data repository Figshare (10.6084/m9.figshare.25999150). All RNA-seq data can be found in the public domain with accession numbers GSE255507 (PC bulk RNA-seq) and GSE273983 (PC scRNA-seq).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13171435/s1. Figure S1: A: Workflow of the scRNA-seq experiment. The small intestine of 3 mice was isolated and pooled to obtain 25,000 PCs using the PC FACS purification/enrichment protocol. Cells were sequenced with 10X genomics droplet sequencing and data were processed using the *Cell Ranger* and *Seurat* pipeline. B: Expression of the PC marker lysozyme 1 (*Lyz1*), expressed in all clusters and all cells (except 12). C: Expression of *Clps*, a marker of functional and mature PCs, primarily expressed in clusters 1 and 3 but found in all clusters. D–E: Gene expression levels of markers used to sort the PC in the FACS: *Cd24a* is globally detected, but *c-Kit* (Kit) can almost not be recovered at the RNA level. F: *Tff3* expression is generally detected at a low level in some cells across most clusters, except for cluster 5, where the proportion of expressing cells is notably higher. G: Expression of *Lgr5*. H: Dotplot of gene expressions across all clusters of genes of interest. Figure S2: Metascape analysis of enriched pathways per cluster (shown in Figure 1). Figure S3: A: Heatmap displaying the z-scores of DE genes across all 3 compartments. The duodenum and jejunum are more similar to one another than to the ileum. Multiple distinct groups of genes are discernible within the heatmap. B: Optimal number of clusters according to *silhouette width* tool. While k = 3 represents the global optimum, a finer distribution is desired and a value is selected before the score drop-off that starts at k = 8. C: Optimal number of clusters according to the *gap measure* tool. Again, three is the global optimum, but a finer distribution is desired. k = 7 forms the second global maximum for this metric. A value of k = 7 was selected based on these data (B,C). D: DEFA21 protein levels measured in lysates of the three compartments. E: Quality of LYZ1, assessed via an LYZ1 activity assay kit. D–E: All bars represent mean ± SEM. *p*-values were analyzed with a Wald test with FDR adjustment for multiple testing. D: duodenum, J: jejunum, and I: Ileum. Figure S4: Metascape analysis of enriched pathways per group (shown in Figure 3) and predicted upstream regulators. A–G: groups 1 to 7, respectively. H: Cluster heatmap of the predicted upstream regulators observed per group. Figure S5: Premise of scRNA-seq and bulk RNA-seq comparison and conclusions. The scRNA-seq clusters were compared to the bulk datasets (regions and groups). From this, we derived global clusters, i.e., PC subpopulations that are found evenly distributed across the intestine, and location-linked clusters. Figure S6: Expression pattern of the top 16 overall most highly expressed α-defensins in the mouse bulk RNA-seq on purified PCs. The visualization shows the log2-normalized expression of each α-defensin in the 3 sequenced regions (D: duodenum, J: jejunum, and I: Ileum). The visualization was created with ggplot2 (boxplot layout with ‘facet_wrap’) and statistics were added with ggsignif (wilcox test). Figure S7: A: Raw DAPI image data (section from x = [3000:8000] and y = [3000:6000]) from duodenum ROI 1 as received from Resolve biosciences. B: Mapping of the single sample *Leiden clustering* onto the segmented cells with the spatial information. C: *Leiden clustering* on the combined jejunum mapped back to a segmented image. D: *Leiden clustering* on the combined ileum mapped back to a segmented image. E: Overlap of the biological replicates for the jejunum to check for batch effects; the perfect overlap indicates the absence of batch effects. F: Overlap of the biological replicates for the ileum to check for batch effects; the perfect overlap indicates the absence of batch effects. Figure S8: A: Dotplot of 5 marker genes from the *Leiden* clusters from the duodenum Resolve samples. B: Dotplot of 5 marker genes from the *Leiden* clusters from the jejunum Resolve samples. C: Dotplot of 5 marker genes from the *Leiden* clusters from the ileum Resolve samples. Table S1: Table listing the genes for which probes have been designed for the Resolve cartography study. Table S2: List of differential marker genes for each cluster, as found in the scRNA-seq dataset. Columns A–G: A Cluster; B: gene; C: Raw *p*-value related to the expression value of the gene in this cluster compared to the rest of the clusters; D: Adjusted *p*-value related to the expression value of the gene in this cluster compared to the rest of the clusters; E: Average expression (log2 fold change, LFC) of this gene in this cluster compared to mean expression in all other clusters; F: Proportion of cells in this cluster having expression of the given gene; G: Proportion of cells not in this cluster having expression of the given gene. Table S3: Full functional enrichment results from the Metascape analysis for each cluster, with one cluster per tab. Enrichments are sorted by *p*-value and grouped by “summary” parent/grouping terms. The top 10 grouping terms are visualized in Figure S4. Table S4: The full lists of genes corresponding to each of the 7 groups which follow from the bulk RNA-seq analysis. ENSEMBL gene IDs are provided. These are the genes that were introduced in the *Metascape* analyses.

How the deposited data were processed for this re-analysis (not part of the article)

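RNA from sorted PCs of the duodenum, jejunum and ileum of C57BL/6J mice was sequenced in bulk, in 4 libraries per region, each from a pool of 8 mice. The counts were made by the authors before the data were deposited: single-end reads of stranded libraries were mapped to mm39 with GENCODE annotation by STAR, and read counts per gene were taken during alignment. The deposited values are raw counts, without normalization. Only reads that align to 1 place are counted in this way. The single-cell RNA-seq, the spatial transcriptomics and the protein measurements were not analysed here.

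Samples were grouped by region, as labelled, and the 3 regions were compared pairwise. Gene symbols, exons and coordinates came from GENCODE M39 on GRCm39. Of 55414 gene IDs in the counts, 665 had no symbol there, which together held at most 0.00837% of the counts of a library. Total counts per library, given with the first bulk values, set the precision, and intervals and lower bounds for genes at 0 (3 counts over the group as the floor) cover counting error only.

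Differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, robust, TMM normalization, filterByExpr by region, 1 model with region as the factor for all 12 libraries), with Benjamini-Hochberg adjustment over the 11123 genes tested and an adjusted p under 0.05 for a call. Every adjusted p without another name comes from this edgeR fit. Gene lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1, two-sided, over 24 set tests. The lists were the α-defensin genes, 8 genes of MHC class II, the mitotic cell cycle genes of Table S3, and markers of enterocytes, goblet, tuft, enteroendocrine, stem, pancreatic acinar, B and plasma, T, myeloid, and stromal and endothelial cells. Shares of counts were compared with two-sided exact permutation tests. K-means used 50 starts on region means divided by the mean of the 3 regions, with silhouette widths from cluster 2.1.8.1 and a gap statistic with 20 bootstraps. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

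Except for those named as added or chosen after the data were seen, the comparisons, tests, alternatives and the rule for naming genes were fixed beforehand. Values in the tables of the study had been read by then. The genes named are those the study names for the bulk RNA-seq, the 16 α-defensin genes with the highest mean CPM, the 3 largest rises and falls of each comparison among called genes with a mean of at least 5 CPM and no overlap between libraries, up to 5 genes per group of Table S4 from the terms the study names, the MHC class II list, the 5 leading markers of clusters 0, 1 and 8 in Table S2, and genes of the sex chromosomes. Some genes that these rules select are not reported here.

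Alternatives were DESeq2 size factors, library size alone, library sizes and TMM factors without the 20 most abundant genes, no filter on low counts, DESeq2 1.42.0, limma-voom, an absolute log2 fold change of at least 1, only the regions compared, the replicate number as a block, and leaving out each library in turn. For k-means they were 3 groups, z-scores of log2 CPM and another seed. A covariate for the main variation within regions and a block for library composition were added after the data had been seen. The pipeline was tested on simulated data with 200 changed genes at a log2 fold change of 2. Of these, edgeR recovered 95.5% between ileum and duodenum, with 10 false calls among 201, and 94% between ileum and jejunum, with 13 among 201. DESeq2 made more false calls in the same comparisons, 32 among 223 and 26 among 218. The simulated counts used the dispersions and scaling that edgeR had fitted. They were drawn independently for each gene, without a variation in composition that genes share. These rates therefore need not hold for the real libraries, for smaller changes or as a ranking of the 2 tools.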

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

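The block for library composition was chosen only after the result was seen, and so was leaving groups of equal values out of the screen. Each region's 4 libraries were screened for a library whose gap to the nearest of the others divided by the range of the region exceeded Dixon's 95% critical value for 4 samples, in the measures per library and in each gene named. This held for 13 of 317 groups (4.10%), where chance alone gives about 5%, so single entries carry little weight. Of the 13, 7 were in jejunum replicate 1.

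In jejunum replicate 1 the 20 most abundant genes held 69.2% against 76.3 to 77.2 of the counts in the other jejunum libraries. Abundant α-defensin genes were low in the same library, with Defa24 at 186851 CPM against 296182 to 314592 CPM in the others, Defa30 at 71182 CPM against 119432 to 126955 CPM, Defa39 at 43491 CPM against 65359.9 to 70761 CPM and Defa38 at 38793 CPM against 59332 to 62709.8 CPM. These genes are among the 20 most abundant, so the 5 values are not independent of each other. The gaps in CPM also carry the TMM factor, 1.08 in jejunum replicate 1 against 0.753 to 0.810 in the others. As a share of all counts, Defa24 was at 20.1% in jejunum replicate 1 against 23.6 to 24.6% in the others, a smaller gap. Rgs13 was low there as well, at 0.0731 CPM against 2.01 to 3.07 CPM, and Ano1 was at 0.146 CPM while the other jejunum libraries had 0 counts, which for both are levels of a few reads. Jejunum replicate 1 was also the only jejunum library with a TMM factor above 1. Library composition of this kind recurs in the other regions, and with it as a block 2603 genes were called between ileum and duodenum, so it did not remove the regional difference. What sets this library apart stays open. Reads shared between the α-defensin copies are not counted, which no value here can weigh, and no batch or mouse data are given that would test a biological explanation.

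In duodenum, replicate 2 was high in the mean log2 CPM of enteroendocrine markers, -0.612 against -1.64 to -1.57 in the others, and low in Onecut2, 23.1 CPM against 29.7 to 31.2 CPM. Duodenum replicate 1 was high in Osr2, 0.915 CPM against 0.440 to 0.446 CPM, and duodenum replicate 4 had 0 counts of Ano1, against 0.102 to 0.126 CPM in the others. Jejunum replicate 2 was high in Pdia2, 232 CPM against 158 to 163 CPM, and ileum replicate 1 in Crebbp, 18.4 CPM against 10.6 to 11.4 CPM. Osr2, Ano1 and the enteroendocrine markers are near the lowest level that can be counted in these libraries. The calls named for Onecut2 and Pdia2 held without each of these libraries. No biological explanation was tested for these entries, since the libraries of a region share their condition.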

How the results depend on the processing

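The block for library composition and the covariate for the main variation within regions were chosen only after the results were seen. The other settings were chosen beforehand.

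Between ileum and duodenum, 1118 genes were called. Scaling by library size alone gave 521, an absolute log2 fold change of at least 1 gave 625, the covariate 3040 and the composition block 2603. Every other setting tried, single libraries left out included, stayed within 1.5 times of 1118. Between jejunum and duodenum, 103 genes became 40 with library size alone, 164 without the filter on low counts, 285 with DESeq2, 1536 with the covariate and 447 with the composition block. Leaving out single libraries gave 60 (without duodenum replicate 3) to 229 (without duodenum replicate 2), with 66 without duodenum replicate 4, and 68, 67 and 66 without jejunum replicates 2, 3 and 4. Between ileum and jejunum, 379 genes became 214 with library size alone, 593 with DESeq2, 1298 with the covariate and 807 with the composition block, and 245 (without ileum replicate 1) to 459 (without duodenum replicate 2) when single libraries were left out. The union of 1162 became 558 with library size alone, 665 with the threshold on the fold change, 3694 with the covariate and 2724 with the composition block. The threshold on the fold change lowers a count by its construction, and for the other changes the cause was not tested. In all of these settings ileum and duodenum differed in the most genes.

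With the replicate block, 1175, 116 and 410 genes were called in the 3 comparisons, and of 133 values fitted with it 126 kept their side of the threshold or stayed within their limit, while 7 changed. Calls gained included Olfm4, Defa38 and Apob between ileum and duodenum, and the tuft cell markers passed in camera (adjusted p = 0.0328). Neither the labels nor the paper's text says whether libraries with the same number share mice. Correlations were taken between libraries of different regions with the same number, after removing the region means. They also carry library composition, so they cannot exclude a pairing. For the numbers as a whole none was seen, since 5 of 12 correlations were above 0.1, in a range of -0.362 to 0.497. Replicate 1 is an exception. Its 3 correlations were 0.497, 0.471 and 0.484, against a mean of -0.0239 over pairs with different numbers, and its libraries all have TMM factors above 1.

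The share of called genes with their highest mean in duodenum, 41.9%, became 38.0% with DESeq2, 34.8% with the covariate, 36.3% with the composition block and 46.8% with the threshold on the fold change. The share highest in jejunum, 8.09%, became 1.61% with library size alone, 11.0% with DESeq2, 19.1% with the covariate, 12.7% with the composition block, 10.1% with the threshold, and 6.72% (without jejunum replicate 3) to 12.1% (without duodenum replicate 2) with single libraries left out. The share highest in ileum became 59.3% with library size alone, 46.1% with the covariate and 43.2% with the threshold. In k-means the share of genes in groups highest in duodenum was 47.4% with 3 groups and 47.5% with z-scores, and 0% of the genes were in a group highest in jejunum in either. The cause of these shifts was not tested.

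In the set tests, the α-defensin genes (median 0.58, adjusted p = 0.504) and the MHC class II genes (median 2.05, adjusted p = 0.0811) no longer passed between ileum and duodenum when camera estimated the correlation between genes. That widens the test only where the estimate is above the preset correlation. Of 24 set tests over the 3 comparisons 14 passed with the preset correlation and 3 with the estimated one, the cell cycle genes between ileum and each other region and the goblet markers between ileum and jejunum. Among those lost were the goblet (adjusted p = 0.0794) and enteroendocrine markers between ileum and duodenum, the cell cycle genes and the α-defensin genes between jejunum and duodenum and the MHC class II genes between ileum and jejunum. The median of the enterocyte markers between ileum and duodenum, -0.78, reversed to 0.10 with the covariate and ranged from -1.44 (without ileum replicate 4) to 1.65 (without duodenum replicate 2). That of the stem cell markers ranged from -0.049 (without duodenum replicate 2) to 0.094 (without duodenum replicate 3), with reversals also without duodenum replicate 4 or ileum replicate 1.

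Of 80 calls among the named genes and comparisons, 71 held without each of the 12 libraries in turn. DESeq2, limma-voom and DESeq2 size factors kept all 80, library size alone 66 and no filter 75, and none of the 80 reversed in any setting run. Olfm4 was lower in ileum by -1.39, not called (adjusted p = 0.0642), and was called with the replicate block (-1.49, adjusted p = 0.0137) and with the covariate (-1.48, adjusted p = 0.0309). Over the settings chosen beforehand its adjusted p ranged from 0.0137 to 0.243 and its log2 fold change without single libraries from -1.61 to -1.04. The cause was not tested. In CPM in place of DESeq2-normalized counts, the average of Dclk1 was 2.88 and that of Rgs13 1.69, by construction of the unit. With the covariate, mt-Cytb and Defa40 were called higher in ileum than in duodenum, which no other setting gave. With the covariate and also with the composition block, Cd24a, Defa28 and Lgr5 were called higher and Defa17, Defa24, Defa26, Defa30, Defa38 and Trp53 lower in ileum than in duodenum.

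Uncalled differences between ileum and duodenum near 0 changed sign. In the comparison Habp2 ileum vs duodenum the log2 fold change was -0.0053 with the replicate block, -8.56e-04 with the composition block and between -0.11 and 0.13 without single libraries. Rgs13 was at 0.60 with limma-voom, 0.19 with the replicate block and between -0.58 and 0.51 without single libraries. The ranges without single libraries were -0.18 to 0.073 for Ddit4, -0.12 to 0.35 for Defa3, -0.31 to 0.082 for Lyz1, -0.26 to 0.29 for Mlkl, -0.027 to 0.40 for Rfx5, -0.38 to 0.088 for Rfxank and -0.033 to 0.38 for Tff3, each reversed without at least 1 library. The cause was not tested. Depth limits these statements for genes such as Mlkl and Rgs13 that have a few reads per library, since the 20 most abundant genes took on average 70.2% of the counts.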

Differences from the paper's values

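The alternatives named here were set before the data were examined, and none was chosen because it comes closer to the paper. The paper reports 283 differentially expressed genes between duodenum and jejunum, and edgeR called 103. A count is taken as different here when one is more than 1.5 times the other. DESeq2, the tool the paper's methods name, gave 285, and leaving out duodenum replicate 2 gave 229, which is within that limit but short of 283. The difference stayed beyond the limit with DESeq2 size factors (106), library size alone (40), without the 20 most abundant genes in the scaling (110), without the filter (164), with limma-voom (105), with only the regions compared (84), with the replicate block (116), with the threshold on the fold change (79) or without any other single library. Of the alternatives added after the values were seen, the composition block gave 447 and the covariate 1536.

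Between jejunum and ileum the paper reports 600 genes and edgeR called 379. DESeq2 gave 593. The counts without the filter (461), with the replicate block (410) and without duodenum replicate 2 (459) were within the limit of 1.5 times, but most of the gap remained. The difference stayed beyond the limit with DESeq2 size factors (379), library size alone (214), without the 20 most abundant genes in the scaling (371), limma-voom (322), only the regions compared (347), the threshold on the fold change (267) and without any other single library. The composition block, chosen after the values were seen, gave 807.

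For the k-means groups, the paper's Table S4 lists 52 genes in group 1, 98 in group 7 and 637 in group 5, while the matching groups here held 24, 64 and 405 genes. Another seed gave the same 24, 64 and 405. These groups were formed from 1162 called genes, fewer than the paper's union of 1674, and under DESeq2 the union was 1667, for which no groups were formed.

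The paper states that antimicrobial peptide expression is highest in ileum. It also states that only some Defa genes rise, that Defa39 and Defa38 run nearly opposite to Defa21, and that lysozyme is equal between regions. Its protein measurements gave less Defa21 in duodenum. In the counts, Reg3g had its highest mean in ileum, and for Lyz1 edgeR called no difference between regions. Over the 16 most abundant α-defensin genes, 6 means were highest in ileum and 10 in jejunum, and over the 20 tested the median log2 fold change from jejunum to ileum was -0.15. Under scaling by library size alone 8 were highest in ileum and the median was 0.18. Defa21, Defa22, Defa34, Defa35, Defa41 and Defa5 were the 6 with their highest mean in ileum, Defa21 being the paper's own example of a rise. The paper presents Defa40 and Defa3 as peaking in jejunum. Their means were highest there, but neither rise from duodenum was called by edgeR or DESeq2.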

Other observations

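The tests of library composition, of the separation of duodenum and ileum libraries into 2 sets and of immune cells were chosen only after the result was seen, and so were the random covariates used with them. The counts of other splits, the length and GC test of the regional calls and the test of group 4 without jejunum replicate 3 were planned.

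The libraries of a pair of regions were divided into 4 and 4 in all 35 possible ways. For ileum and duodenum, 2 of the 35 splits, the real one included, gave as many calls as the real one, so chance cannot be excluded by this count. The other one set duodenum replicates 1 and 3 and ileum replicates 1 and 2 apart from the rest, with 2144 calls. For jejunum and duodenum it was also 2 of 35, where the other (duodenum replicates 1, 3 and 4 with jejunum replicate 1) gave 484 calls and follows library composition in part, so this count does not exclude chance there either. For ileum and jejunum 1 of 35 reached the real count and the others gave 0 calls by edgeR, which excludes chance at the 0.05 level. With library composition (TMM factor above or below 1) as a block, 2603 genes were called between ileum and duodenum, against at most 0 in the other 17 of the 18 splits that keep the composition balanced, although 18 splits cannot give a share under 0.05. Between jejunum and duodenum 447 were called with this block, against at most 226 in the other 29 of the 30 splits with the same composition, a share of 0.0333, which excludes chance at the 0.05 level in that model, chosen after the result was seen. So composition within regions does not account for the regional calls. After a trend on exonic length and GC content was removed from each library, 1370 genes were called between ileum and duodenum, so the regional difference remained. How many of the original calls were among them was not counted, so this does not show whether the trend causes some of them.

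The 2 sets of duodenum and ileum libraries were compared further. Their scaling matters, as with library size alone 5641 genes were called between them, 60 higher and 5581 lower in the set with TMM factors below 1, against 1225 and 919 with TMM. The first principal component of the deviations from the region means, over 12 libraries, was related to several of 5 measures. For the share of the 20 most abundant genes Pearson's r was 0.934 (permutation p = 1.20e-04, adjusted 2.00e-04) and Spearman's rho 0.923 (permutation p = 9.00e-05), with r = 0.911 without the 2 libraries farthest from the median. For the mitochondrial share Pearson's r was 0.912 (permutation p = 4.00e-05, adjusted 1.75e-04) and Spearman's rho 0.888 (permutation p = 2.50e-04), with r = 0.925 without the 2 libraries farthest from the median. For the TMM factor Pearson's r was -0.944 (permutation p = 7.00e-05, adjusted 1.75e-04) and Spearman's rho -0.937 (permutation p = 4.00e-05), with r = -0.923 without the 2 libraries farthest from the median. For total counts no relation was found, since Pearson's r was -0.446 (permutation p = 0.149, adjusted 0.149) and Spearman's rho -0.503 (permutation p = 0.0998), with r = -0.494 without the 2 libraries farthest from the median. For the enterocyte markers Pearson's r was 0.695 (permutation p = 0.0105, adjusted 0.0132) and Spearman's rho 0.699 (permutation p = 0.0148), with r = 0.406 without the 2 libraries farthest from the median. So that linear relation is weaker without those libraries, and the rank relation was computed over all 12 libraries only. The enterocyte markers had a median percentile of 99.9 among the loadings of the component, with 0% of random lists as high. The α-defensin, MHC class II and tuft cell lists were also near that end (median percentiles of 95.7, 97.2 and 96.8). The component and the measures come from the same counts, so these relations are not independent evidence.

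Of the technical explanations for the 2 sets, a trend on exonic length and GC content stays open. Removing it lowered the calls between the sets from 2144 to 1274. The calls left after a fitted trend do not show how much of the split it causes. Leaving the 20 most abundant genes out of the scaling gave 2139 calls, but it moved no library by more than 0.05 on the log2 scale, so it cannot decide whether a few genes taking most of the counts set the libraries apart. The enterocyte marker score as a covariate left 1215 calls and log2 of the total count left 783. Random covariates with the same group means and spread left 1054 to 2667 and 466 to 2860 calls, with 5 of 30 as low in each case, so RNA of enterocytes and library size cannot be told apart from a covariate without meaning. A batch cannot be tested either, because neither the labels nor the paper's text give one for the 2144 calls to follow. Differences between pools of mice stay open as well and were not tested.

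Whether enterocyte RNA in jejunum replicate 3, whose marker score was 5.16 in log2 CPM and the highest of all libraries, makes group 4 highest in jejunum stays open. The median scaled expression there was 1.46 without it, above 1.12 in duodenum and 0.42 in ileum, but the genes had been grouped on these same libraries, so this value decides nothing. Duodenum replicate 2, with a marker score of 3.67, was at 1.29, above jejunum replicate 1 at 1.05, with a score of 1.73. Against this, jejunum replicates 2 and 4, with scores of 2.63 and 1.57, were at 1.55 and 1.33, above duodenum replicate 2. Enterocyte RNA in the other libraries stays open too.

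The paper sorted only CD45-negative cells, a gate against immune cells. For the rise of MHC class II genes in ileum, the counts can neither show nor exclude immune cells that remained in the sorted fraction. All 18 markers of B, plasma and myeloid cells rose by 2.66 CPM in sum, from 35.1 to 37.7, against 94.5 CPM for the class II genes. Lyz2 holds most of that sum. Without it the 9 markers of B and plasma cells fell from 6.09 to 1.28 CPM in sum, while 7 of 8 myeloid markers had a higher mean in ileum, with a sum of 0.782 CPM in duodenum and 1.49 CPM in ileum. Without the filter on low counts the myeloid list had a median log2 fold change of 1.54 (limma's camera adjusted p = 0.302). These markers are near the lowest level that can be counted, and the ratio of class II to marker RNA in such cells is not in these data. Expression of class II genes by the PCs of the ileum and RNA of other epithelial cells stay open as well and were not tested.

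Among the marker lists, compared between ileum and duodenum, goblet cell markers were higher in ileum (median log2 fold change 0.31, limma's camera adjusted p = 0.0126), with 3 of 9 called higher and 1 lower by edgeR and a median of 0.65 without duodenum replicate 1. Of the enteroendocrine list 2 of 9 markers could be tested (median log2 fold change 2.55, limma's camera adjusted p = 0.0418). Without duodenum replicate 2 the median was 5.34 over 4 tested markers, and without ileum replicate 4 the list did not pass (limma's camera adjusted p = 0.0954). The tuft cell (median log2 fold change -0.79, limma's camera adjusted p = 0.166), stem cell (median log2 fold change 0.02, limma's camera adjusted p = 0.621) and enterocyte lists passed neither in camera nor in fry, while the goblet and enteroendocrine lists passed in both, though not when camera estimated the correlation between genes. Without duodenum replicate 1 the tuft list passed in camera (limma's camera adjusted p = 0.0471). The enterocyte list had a mean log2 fold change of -0.39 and limma's camera direction was up (adjusted p = 0.249), against the sign of its median. For the stem cell list the median and the mean, -0.53, also differ in sign. The enterocyte markers were higher in jejunum than in duodenum in 9 of 9 (median log2 fold change 1.74, limma's camera adjusted p = 9.71e-06) and lower in ileum than in jejunum in 9 of 9 (median log2 fold change -2.16, limma's camera adjusted p = 0.0106), with 0 called by edgeR, and neither passed in fry or with the estimated correlation. These values rest on single libraries. Without duodenum replicate 2 the median from duodenum to jejunum was 4.13 with 4 called, and without jejunum replicate 3 it was 0.17 with 6 of 9 higher. From jejunum to ileum it was -0.96 without jejunum replicate 3 and the list no longer passed in camera, nor did it without ileum replicate 1. The stem cell markers were lower in jejunum than in duodenum (median log2 fold change -0.37, limma's camera adjusted p = 0.0106), though not past 0.05 under scaling by library size alone, and the goblet markers higher in ileum than in jejunum (median log2 fold change 0.44, limma's camera adjusted p = 1.17e-04), and of these only the goblet list passed with the estimated correlation. The 2 tested enteroendocrine markers were higher in jejunum than in duodenum (median log2 fold change 2.64, limma's camera adjusted p = 0.0106). They did not pass with the estimated correlation (limma's camera adjusted p = 0.0794). Of the pancreatic acinar, T cell and myeloid lists 1 marker each could be tested, with log2 fold changes of 0.55, 0.44 and 0.32, and of the B and plasma cell and the stromal and endothelial lists 0.

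The RNA of the regulators that the paper predicts for its groups was looked up in the same counts, which does not test their activity. Of those reported here, 9 could be tested, and 0 were called in any comparison by edgeR, DESeq2 or limma, with 2, 2 and 0 at an unadjusted p under 0.05 in edgeR for ileum against duodenum, jejunum against duodenum and ileum against jejunum. With the library composition block Trp53 was called lower in ileum than in duodenum. Sp1 was at 42.2, 33.3 and 35.0 CPM in duodenum, jejunum and ileum, and Fos at 37.7, 35.9 and 17.0 CPM. Nupr1, which the paper examines in tissue sections, was at 184 ± 20.3 CPM in duodenum, 402 ± 33.5 CPM in jejunum and 483 ± 56.0 CPM in ileum and was called higher in ileum than in duodenum (log2 fold change 1.39, adjusted p = 1.33e-05, edgeR). Agr2 rose from 796 ± 362 CPM in duodenum to 2123 ± 856 CPM in ileum (adjusted p = 0.0116, edgeR), while Habp2, Wnt3 and Klk1 were not called by edgeR. Lgr5 was called higher in ileum than in jejunum (log2 fold change 1.00, adjusted p = 0.00302, edgeR), but not under scaling by library size alone.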
